# Differential Impact of the HEN1 Homolog HENN-1 on 21U and 26G RNAs in the Germline of *Caenorhabditis elegans*

**DOI:** 10.1371/journal.pgen.1002702

**Published:** 2012-07-19

**Authors:** Leonie M. Kamminga, Josien C. van Wolfswinkel, Maartje J. Luteijn, Lucas J. T. Kaaij, Marloes P. Bagijn, Alexandra Sapetschnig, Eric A. Miska, Eugene Berezikov, René F. Ketting

## Abstract

RNA interference (RNAi)–related pathways affect gene activity by sequence-specific recruitment of Ago proteins to mRNA target molecules. The sequence specificity of this process stems from small RNA (sRNA) co-factors bound by the Ago protein. Stability of sRNA molecules in some pathways is in part regulated by Hen1-mediated methylation of their 3′ ends. Here we describe the effects of the *Caenorhabditis elegans* HEN1 RNA–methyl-transferase homolog, HENN-1, on the different RNAi pathways in this nematode. We reveal differential effects of HENN-1 on the two pathways that are known to employ methylated sRNA molecules: the 26G and 21U pathways. Surprisingly, in the germline, stability of 21U RNAs, the *C. elegans* piRNAs, is only mildly affected by loss of methylation; and introduction of artificial 21U target RNA does not further destabilize non-methylated 21U RNAs. In contrast, most 26G RNAs display reduced stability and respond to loss of HENN-1 by displaying increased 3′-uridylation frequencies. Within the 26G RNA class, we find that specifically ERGO-1–bound 26G RNAs are modified by HENN-1, while ALG-3/ALG-4–bound 26G RNAs are not. Global gene expression analysis of *henn-1* mutants reveals mild effects, including down-regulation of many germline-expressed genes. Our data suggest that, apart from direct effects of reduced 26G RNA levels of *henn-1* on gene expression, most effects on global gene expression are indirect. These studies further refine our understanding of endogenous RNAi in *C. elegans* and the roles for Hen1 like enzymes in these pathways.

## Author Summary

Small RNAs (sRNAs) have been shown to be potent regulators of gene expression in many different systems. They act by providing sequence specificity to Argonaute (Ago) proteins that in turn affect the expression and/or stability of mRNAs, or affect chromatin structures through recognition of nascent transcripts. Stability of sRNAs can be regulated by methylation of their 3′ end. This modification prevents addition of uridine residues that can destabilize the sRNA. The enzyme that catalyzes the methylation of sRNAs has been identified in Arabidopsis: HEN1. We describe studies on the *C. elegans* homolog of Hen1, *henn-1*. Our findings show that HENN-1 protein does not stably associate with the Ago proteins binding methylated sRNAs, but that HENN-1 does localize to subcellular regions known to host these factors. We find that the two known methylated sRNA species in *C. elegans* (21U and 26G) respond differently to loss of *henn-1*. While HENN-1 is required for 26G RNA stability in the germline, it has limited impact on 21U RNAs. In addition, we demonstrate that only ERGO-1–bound 26G RNAs are methylated, while those bound by ALG-3/4, are not. Our findings further refine the general understanding of 21U and 26G RNA pathways and identify two separable effects of HENN-1 on these RNAi–related mechanisms.

## Introduction

RNA silencing pathways are sequence-specific mechanisms acting in gene regulation and genome protection [1]–. Characteristic properties of these pathways are the involvement of a protein of the Argonaute (Ago) family that derives its sequence specificity from a bound small RNA (sRNA) molecule [6], [7]. Many different Ago paralogs exist and the type of Ago protein acting in a particular pathway will dictate the effect of that RNA silencing pathway. Ago proteins have a characteristic domain structure. They consist of a rather variable N-terminal region, followed by PAZ, MID and PIWI domains. The PAZ and MID domains function in binding the 3′ and 5′ ends of the sRNA co-factor respectively. The sRNA runs through the PIWI domain where it is exposed such that it can readily engage in base-pairing with potential target RNA molecules. The PIWI domain itself has an RNaseH-like fold and can be involved in direct endo-nucleolytic cleavage of the targeted RNA. However, in some Ago paralogs amino-acids at key catalytic positions are incompatible with hydrolysis, most likely crippling enzymatic activity.

sRNA molecules acting in RNA silencing can be formed through several biochemical routes involving either double stranded (ds) or single stranded (ss) RNA precursors [5], [8]. When dsRNA is involved, the enzyme Dicer usually produces sRNAs, a reaction that has been well characterized. Pathways using ssRNA as a substrate for the production of sRNAs are much less understood. In some pathways endo-nucleases create the 5′ ends of new sRNAs. Presumably, this 5′ end is then bound by an Ago protein after which the 3′ end of the RNA is trimmed to fit the Ago protein [1]. In other pathways, RNA dependent RNA polymerases (RdRP) synthesize stretches of RNA that may be directly bound by Ago proteins [9]–[11]. This type of sRNA is characterized by a 5′-tri-phosphate group, likely derived from the first nucleotide used by the RdRP enzyme.

Some types of sRNA are methylated on the 2′hydroxyl group of their 3′ terminal nucleotide. The enzyme responsible for this, HEN1, has been first described in plants [12]. Following this discovery, HEN1 homologues have been described in *Drosophila* [13], [14], mouse [15], *Tetrahymena* [16] and zebrafish [17]. Biochemically, HEN1 activity has been intimately linked with piRNA biogenesis; it likely acts on the piRNA precursor while it is already bound by a Piwi protein [18]. Consistent with this idea, miR-277 in *Drosophila* can be found methylated or not depending on whether it has been loaded into Ago1 or Ago2 [19]. Ago proteins hosting methylated sRNAs have an adapted PAZ domain that allows and prefers a 2′-O-methylated base at the 3′ end of the sRNA [20]. Functionally, it has become clear that 3′ end methylation can protect sRNAs from the non-templated addition of uridine residues [17], [19] that in turn have been suggested to trigger degradation of sRNAs [12], [21], [22]. Uridylation of sRNAs has been shown to be especially relevant for sRNAs displaying extensive complementarity with their targets, reaching out to their 3′ ends [19]. The mechanism behind this observation likely involves release of the 3′ends of such highly complementary sRNAs from the PAZ domain, making them accessible for 3′end modifying activities.

In the nematode *C. elegans* a large number of endogenous RNA silencing (endoRNAi) pathways has been identified, each being characterized by specific types of Ago proteins and their bound sRNA cofactors. One of these is the highly conserved miRNA pathway, mediated by the Ago proteins ALG-1 and ALG-2. Other RNA silencing pathways in *C. elegans* are the 26G, 21U and 22G pathways. These names reflect the size of the sRNA co-factors involved and the prevalence of G or U residues at their 5′ ends. In oocytes and embryos, the Piwi-related Ago protein ERGO-1 binds 26G RNAs [23], [24], while during spermatogenesis the ALG-1/2-related Ago proteins ALG-3 and ALG-4 act as 26G RNA hosts [24], [25]. The *C. elegans* Dicer homolog DCR-1 has been shown to be required for 26G RNA production, presumably using dsRNA that is produced through the action of the RNA dependent RNA polymerase (RdRP) enzyme RRF-3 [26], [27]. The targets of the 26G pathways are readily identified as they display perfect sequence complementarity to the genes from which they are derived.

21U RNAs [28] are bound by the Piwi-type Ago proteins PRG-1 and PRG-2 [29], [30]. The biogenesis of 21U RNAs is poorly understood. Their genomic templates are clustered in specific regions on one chromosome and each 21U locus is characterized by a specific upstream motif that may serve either as an RNA processing signal or as a promoter element [28]. No further components related to 21U RNA biogenesis have been identified. For most 21U RNAs no perfectly complementary sequences other than their regions of origin are present in the *C. elegans* genome. A small number of 21U RNAs target the DNA transposon Tc3, resulting in 22G RNA production from Tc3 elements [30]. However, in general terms, it is difficult to predict targets of 21U RNAs purely based on sequence homology. Phenotypes of *prg* mutants [29]–[31], however, indicate that these Piwi proteins do have endogenous functions and that therefore 21U RNAs do have endogenous targets. Indeed, in recent work, Bagijn *et al.* identify 21U RNA targets displaying varying degrees of target complementarity [32].

Both 26G and 21U pathways can be considered as primary RNAi pathways, as they have been shown to trigger the production of secondary 22G RNAs by activating the RdRP enzymes RRF-1 and EGO-1 on targeted mRNAs [23]–[25], [29], [30], [32], [33]. 22G RNA production can also be initiated through other triggers, such as exogenous RNAi, i.e. RNAi triggered through exogenously introduced dsRNA. In this case RDE-1 acts as the primary Ago protein, after which the secondary 22G RNAs are fed into a variety of secondary Ago proteins [34], [35]. In other cases, such as in the CSR-1 mediated 22G pathway [36], a primary Ago protein has not yet been identified. Nonetheless, EGO-1 and RRF-1 are still required for the production of CSR-1-bound 22G RNAs. Targets of 22G pathways are readily identified, as 22G RNAs display perfect complementarity to the genes from which they originate. Phenotypes of mutants in these various pathways are diverse. In some cases, multiple Ago proteins have to be mutated in order to visualize phenotypic defects [34], in other cases mutation of a single Ago protein already induces an effect [35]–[37].

The two endogenous primary sRNA classes in *C. elegans* that have been described to date, 26G and 21U RNAs, are 2′O-methylated [28]. In order to reveal the impact of this 3′-end modification is on these two sRNA types, we here describe studies on the *C. elegans* HEN1 homologue, HENN-1.

## Results

### HENN-1 is the *C. elegans* homolog of Hen1

Based on homology, C02F5.6 is the *C. elegans* homolog of *Arabidopsis* HEN1 [38] (Figure S1). We purified a recombinant GST-tagged version of C02F5.6 and tested this protein for methylating activity on the 3′ end of ssRNA molecules (Figure 1A). Indeed, C02F5.6 can methylate sRNA molecules *in vitro* and this activity is blocked by the presence of a 2′O-methyl group at the terminal 3′ base of the substrate (Figure 1A). This reaction does not display major sensitivity to the identity of the terminal 3′ base of the substrate (Figure 1B). We named C02F5.6 *henn-1*, for HEN1 of nematode-1.

**Figure 1:**
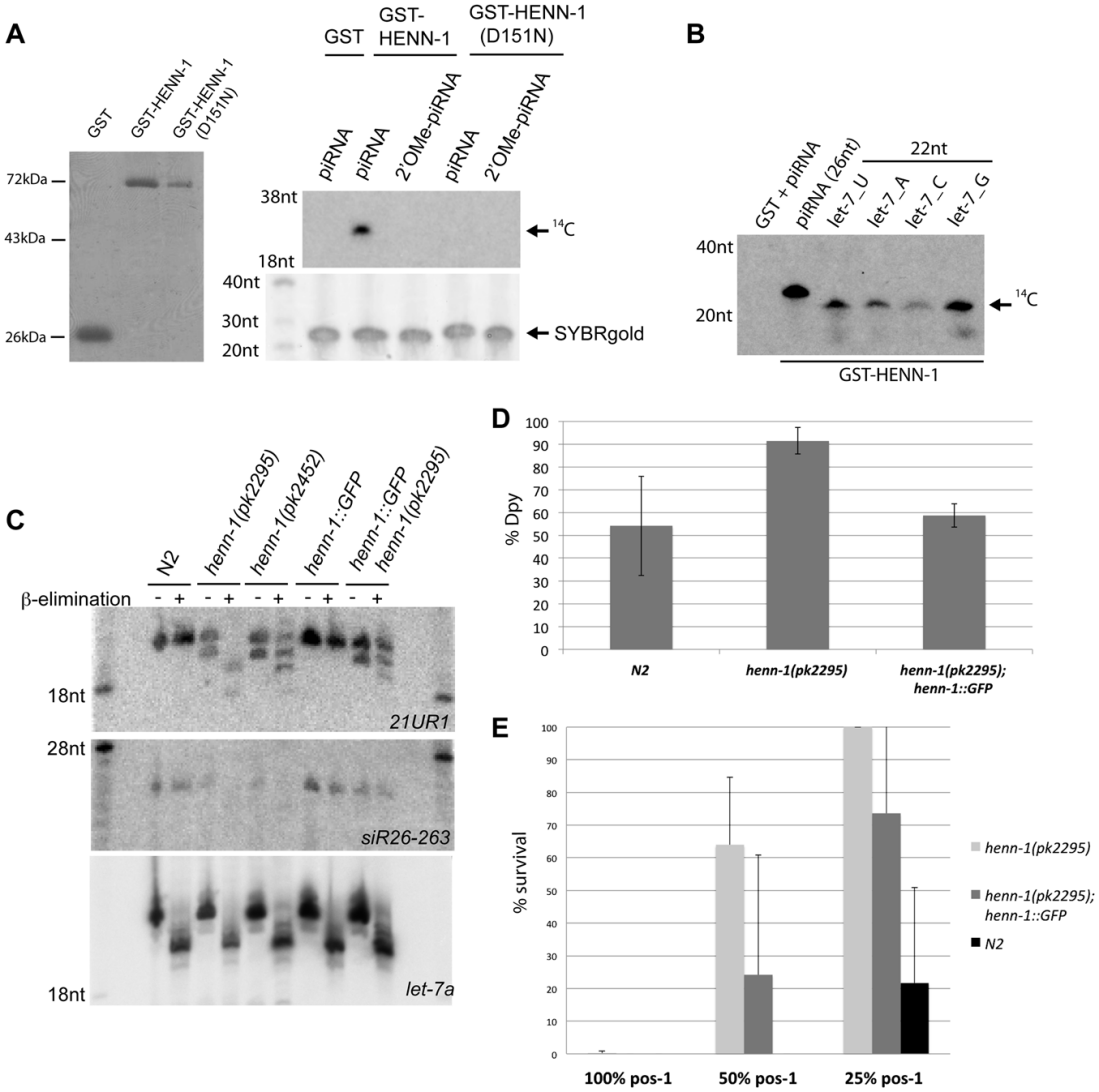
HENN-1 is the *C. elegans* homolog of Hen1. (A) Left panel: protein gel stained with PageBlue shows purified GST, GST-HENN-1 and GST-HENN-1(D151N) proteins used to perform methyltransferase assays as shown in the right panel and B. Right panel: *in vitro* methyltransferase activity assay. RNA oligos were incubated with indicated proteins and 14C-labelled SAM. Reaction products were run on a 12% acryl-amide gel. (B) *In vitro* methyltransferase assay using different RNA substrates each differing in the identity of the most 3′ nucleotide. (C) Northern blot analysis using RNA from wild-type, *henn-1(pk2452)*, *henn-1(pk2295)* and *henn-1(pk2295); pgl-3:HENN-1::GFP* animals. Blots were probed for 21UR1 and 26G species siR26-263. Probing for *let-7* serves as loading and as oxidation-β-elimination control. (D) Response of wild type (N2), *henn-1(pk2295)* and *henn-1(pk2295); pgl-3:henn-1:GFP* to *dpy-13* RNAi. *Henn-1(pk2295)* sensitivity is significantly higher than both controls (two-tailed t-test, n = 5: p<0.05 for both). (E) Response of wild type (N2), *henn-1(pk2295)* and *henn-1(pk2295); pgl-3:HENN-1::GFP* to *pos-1* RNAi, delivered at three different dosages: undiluted (100%), diluted one to one (50%) and diluted one to four (25%). At 50% *pos-1* RNAi, *henn-1(pk2295); pgl-3:HENN-1::GFP* animals display significant rescue (p = 0.01) of the *henn-1(pk2295)* RNAi defect (p<0.0005). The p-values at 25% *pos-1* RNAi are p = 0.04 for both the *henn-1(pk2295)* RNAi defect and the rescue. P-values were calculated with a two-tailed t-test, n = 10.

To study HENN-1 *in vivo*, we isolated two *C. elegans* strains carrying mutant alleles of C02F5.6 [39], and out-crossed them with wild-type animals. Both *henn-1* alleles result in slightly reduced brood size counts and normal survival (Figure S2). One allele, *pk2295*, introduces a premature stop at position 347, in the C-terminal part of the protein. The other allele, *pk2452*, introduces a missense mutation in the catalytic domain of HENN-1, changing the aspartic acid at position 151 to an asparagine (Figure S1). This effectively replaces a carboxyl group (COOH) for an amide group (CONH2). Through structural analysis [40], the homologous residue in *Arabidopsis* HEN1 (D745) has been shown to be involved in binding the AdoMet/AdoHcy cofactor and therefore *pk2452* represents a good candidate allele for inducing loss of HENN-1 activity. We tested this by making recombinant GST-HENN-1(D151N), and subjected this protein to our *in vitro* RNA methylation assay (Figure 1A). This revealed reduced activity of HENN-1(D151N), suggesting that cofactor binding or release may indeed be affected.

To probe the effects of these two *henn-1* alleles *in vivo* we analyzed 21U RNAs using Northern blotting, probing for 21U species 21UR1 (Figure 1C). In both *henn-1* alleles a faster migrating band appears below the mature 21UR1 form, suggesting that a fraction of the 21U RNAs become shorter when HENN-1 activity is compromised. We also checked for the presence of 2′O-methylation on 21UR1 by applying oxidation followed by mild alkaline treatment. This procedure removes the ultimate 3′ base from non-modified RNA molecules, leaving a 3′ phosphate, while modified sRNAs such as 21U RNAs are resistant [41]. Indeed, wild-type 21UR1 is resistant to this treatment but 21UR1 isolated from *henn-1(pk2295)* animals is fully sensitive (Figure 1C). *Henn-1(pk2452)*-derived 21U RNA displays partial sensitivity to this procedure, indicating that *henn-1(pk2452)* is a hypomorphic allele of *henn-1*. These defects are partially rescued by transgenic GFP::HENN-1 expression driven by a heterologous promoter (*pgl-3*) (Figure 1C).

We also tested whether 26G RNAs are affected by HENN-1 (Figure 1C). Northern blotting revealed that the stability of 26G-263 is significantly affected, preventing robust detection of 26G-263 after oxidation and β-elimination. However, overexposure of the blot does reveal a very weak signal at the height where we would expect unprotected 26G-263 to run after this treatment (Figure S3). Taken together we conclude that HENN-1 can methylate RNA *in vitro* and is required for 21U and 26G RNA methylation *in vivo*.

### Exogenous RNAi is affected in *henn-1* mutants

Since HENN-1 methylates 26G RNAs, and the 26G RNA pathways have been found to interact with exogenous RNAi (exoRNAi) [23], [24], [42]–[45], we asked whether *henn-1* mutants displayed exoRNAi defects. RNAi against *dpy-13* (somatic RNAi) revealed an enhanced RNAi phenotype (Eri) in the soma of *henn-1(pk2295)* mutants (Figure 1D). This can be rescued by expressing HENN-1::GFP from a *pgl-3* promoter. Similar Eri phenotypes can also be observed upon RNAi against *sqt-3*, *lir-1* and *pop-1* (Figure S4). In contrast, RNAi against the germline gene *pos-1* reveals a mild, but significant RNAi defective (Rde) phenotype that is partly rescued by *pgl-3* driven HENN-1::GFP (Figure 1E). The Rde phenotype is not specific for *pos-1*, as we observe comparable results when we perform RNAi against another germline expressed gene, *gpb-1* (Figure S4). This is, to our knowledge, the first *C. elegans* mutant that displays a mixed Eri/Rde phenotype.

### HENN-1 expression analysis

To analyze endogenous HENN-1 protein we raised antibodies to a peptide representing the very N-terminal part of HENN-1. On Western blots, affinity purified fractions of this antibody recognize a protein of roughly the correct size in protein extracts from wild-type animals, while *henn-1(pk2295)* mutant extracts lack this protein (Figure 2A). Interestingly, *henn-1(pk2452)* animals produce normal amounts of HENN-1 (Figure 2A), suggesting that the loss of 21U RNA methylation described above indeed results from reduced enzyme activity, rather than from reduced HENN-1 stability. On Western blots we can detect HENN-1 in all stages of wild-type animals, with strong expression in embryos and adults (Figure 2A, 2B). Also animals that lack germ cells (*glp-4* mutants) express HENN-1, albeit at a reduced level (Figure 2A). These data indicate that HENN-1 is expressed rather ubiquitously, with strong expression in the germline and embryos.

**Figure 2:**
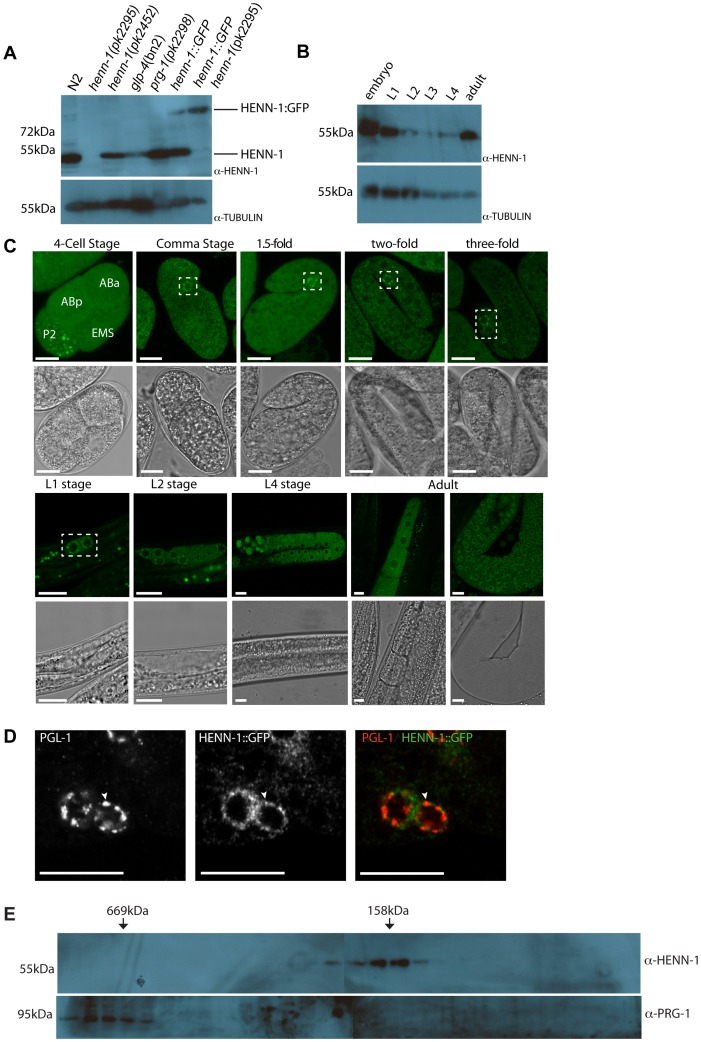
HENN-1 expression analysis. (A) Western blot analysis for HENN-1 expression in different mutant backgrounds. *Glp-4(bn2)* animals contain almost no germ cells. Tubulin is shown as loading control. (B) Western blot analysis for HENN-1 expression at different time points during development of *C. elegans*. *Glp-4(bn2)* animals contain almost no germ cells. Tubulin is shown as loading control. (C) Confocal images (single z-plane) of HENN-1::GFP expressing animals at different developmental stages. Nuclei of embryonic germ cells are outlined in white boxes. Blastomere identities in the four-cell stage embryos are indicated. Scale bars are 10 µm. (D) Immuno-fluorescence with anti-PGL-1 and anti-GFP antibodies. The white arrowhead indicates a site of co-localization. Scale bars are 10 µm. (E) Western blots for HENN-1 (top) and PRG-1 (bottom) on fractions obtained after gel filtration.

In order to analyze the subcellular localization of HENN-1, we expressed transgenic, GFP-tagged HENN-1 in the germline from a heterologous promoter (*pgl-3*) and analyzed expression using confocal microscopy (Figure 2C). As described above, this C-terminal GFP fusion is functional and is expressed at levels similar to those of endogenous HENN-1 (Figure 2A). In early embryos we find HENN-1::GFP rather diffuse in the cytoplasm, with the exception of the P-lineage, the progenitors of the future germ cells. In this lineage we find HENN-1::GFP in discrete granules (Figure 2C). At later stages, HENN-1::GFP localizes to peri-nuclear granules in the germ cells. This includes the Z2 and Z3 cells, the proliferating germ cells in L2–L3 animals and the germline nuclei in the adult gonad. These granular structures seem to disperse upon differentiation of germ cells into oocytes (Figure 2C). Interestingly, in zebrafish we also observe diffuse Hen1 localization in oocytes (not shown), which is followed by nuage-bound Hen1 during embryogenesis [17], suggesting that this may be an evolutionary conserved property of HEN1-like enzymes. It should, however, be noted that some non-HENN-1-associated GFP protein may be present as we can detect a potential GFP-only signal in Western blots of HENN-1::GFP transgenic animals (Figure S5).

P-granules are known to host many RNAi pathway components including PRG-1 [29]. We checked whether the embryonic HENN-1::GFP-positive granules co-localize with P-granules, using PGL-1 as a marker [46]. This revealed that PGL-1 and HENN-1::GFP often co-localize (Figure 2D), although many HENN-1::GFP and PGL-1 foci appear to be adjacent rather than fully overlapping.

### HENN-1 does not form a stable complex with PRG-1

To probe the molecular surroundings of HENN-1 we subjected embryonic extracts to size-exclusion chromatography. The resulting fractions were analyzed by Western blotting, probing for HENN-1. This revealed that HENN-1 is present in a complex of roughly 150 kDa (Figure 2E). Given the approximately 50 kDa size of HENN-1 itself these data suggest that HENN-1 either is present as a tri-mer in our extracts, or partners with one or more additional proteins. A good candidate for such a HENN-1 binding protein is PRG-1, since the PRG-1 bound 21U RNAs are methylated and it has been previously shown that *Drosophila* Hen1 interacts physically with Ago proteins [14]. However, PRG-1 elutes from size-exclusion columns at much higher molecular weight than HENN-1 (Figure 2E). Furthermore, PRG-1 localization to P-granules is not affected by loss of HENN-1, as visualized by a GFP::PRG-1 reporter (Figure S6A) and yeast-two-hybrid experiments failed to show a direct interaction between HENN-1 and PRG-1 (data not shown). Finally, PRG-1 is present at normal levels in HENN-1 mutant animals (Figure S6B). We therefore conclude that HENN-1 is not a stable interaction partner of PRG-1 and is not required for PRG-1 stability and localization.

### HENN-1 enhances 21U RNA–mediated silencing

In *Tetrahymena*, flies and zebrafish, loss of Hen1 activity has been shown to impair Piwi pathway activity, accompanied by a reduction in piRNA levels [13], [14], [16], [17]. However, 21U RNA levels do not seem to be affected significantly in *henn-1* mutant animals. We therefore asked whether the silencing activity of the PRG-1 pathway is compromised in *henn-1* mutant animals. We first asked if the Tc3 transposon becomes activated in *henn-1(pk2295)* mutants, as Tc3 has been identified as a 21U RNA target [30]. We did this by testing the reversion frequency of a Tc3 insertion allele of the *unc-22* gene. In this assay we could not detect enhanced Tc3 activity in absence of HENN-1 (reversion frequency <10^−7^; data not shown). To probe the effects of *henn-1* on 21U targets further, we introduced a transgene that is silenced by 21UR1 through the presence of a 21UR1 complementary site in the 3′UTR of the mRNA encoding a GFP-Histone 2B fusion protein [32]. As expected, loss of PRG-1 de-silences this reporter (Figure 3A). Placement of the same transgene in *henn-1(pk2295)* (Figure 3A) or *henn-1(pk2452)* (data not shown) backgrounds results in a mild increase in GFP:H2B signal, indicating reduced silencing of the GFP reporter in absence of HENN-1 function.

**Figure 3:**
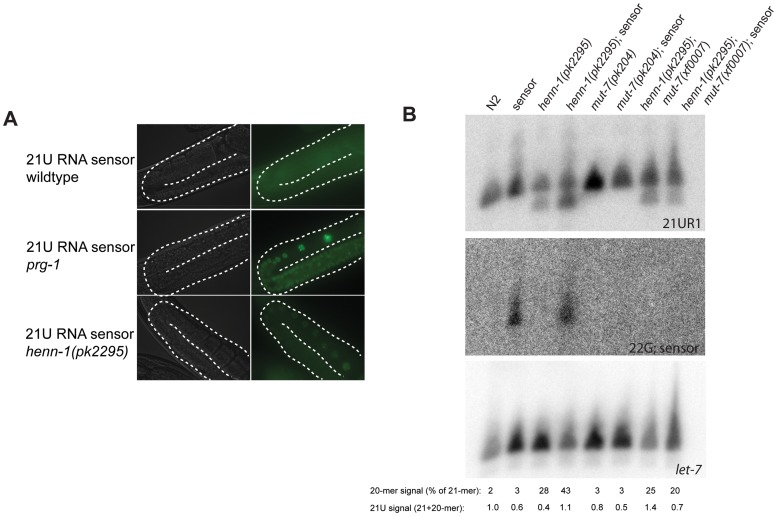
*henn-1* affects 21UR1 sensor activity. (A) Activity of a transgene expressing GFP (21UR1 sensor), silenced by 21U species 21UR1 in wild-type, *prg-1(pk2298)* and *henn-1(pk2295)* mutant backgrounds. The gonads are outlined with a white dashed line. (B) Northern blot analysis of 21UR1 in young adult animals of the indicated genotypes. “Sensor” refers to the 21UR1 sensor also shown in panel A. Signal intensities are related to *let-7*, and the 21UR1:*let-7* ratio in N2 is set at one. The 21-mer and 20-mer signals of the 21UR1 probe have also been quantified separately. The signal intensity of the 20-mer relative to the total 21UR1 signal is presented. Repetition of this blot with two independent biological samples has shown that the apparent differences are not reproducible. The 22G-sensor blot shows the signals obtained after hybridizing probes homologous to the 21UR1 sensor.

### 21UR1 is not subject to target-dependent destabilization

As it has been shown that sRNA stability can be affected by the presence of target RNA molecules that display extensive complementarity [19], we checked 21UR1 levels in wild-type and *henn-1* mutant backgrounds in both absence and presence of the 21UR1 sensor. Using Northern blotting as a read-out we have been unable to find significant and consistent effects of 21UR1 target RNA on the levels of 21UR1 in wild-type and *henn-1* mutant animals. In Figure 3B a representative blot is shown. Also the relative amounts of 20-mer versus 21-mer species do not display consistent effects. An explanation for this observation could be that in *C. elegans* 21U mediated silencing proceeds via a downstream endoRNAi process [32]. This downstream step may reduce the levels of the 21UR1 sensor such that they become too low to trigger 21UR1 destabilization. We therefore repeated the experiment in a *mut-7* mutant background, in which the 22G RNA pathway downstream of PRG-1 is inactivated, resulting in strongly increased 21UR1 sensor activity [32]. Indeed, upon loss of *mut-7* the 22G RNAs derived from the sensor RNA disappear, but we still do not observe significant effects of the 21UR1 sensor on 21UR1 in *henn-1* mutant animals (Figure 3B). From these data we have to conclude that, in contrast to other sRNAs [19], 21UR1 stability is not strongly affected through target RNA recognition, even when the target RNA is perfectly complementary.

### HENN-1 has minor effects on global 21U RNA stability

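Small RNA libraries of young adult animals of 3 genotypes were re-analysed: wild-type, *henn-1(pk2452)* and *henn-1(pk2295)*. There were 8 libraries, 3 of untreated RNA, 3 of oxidized RNA and 2 of TAP-treated RNA. Each condition had 1 library, so no difference below has a replicate check, and a test on the reads of 2 libraries compares those libraries and not the genotypes. For each library the authors deposited the distinct sequences of 18 to 31 nt with the raw count of reads of each. The untreated libraries held 15041891 reads for wild-type, 10166070 for *henn-1(pk2452)* and 7923400 for *henn-1(pk2295)*. Reads that share 9 nt with the 5′ adaptor and reads with an undetermined base were set aside. This left 11068390 reads with an insert in wild-type, 8237759 in *henn-1(pk2452)* and 6183571 in *henn-1(pk2295)*. Intervals of read shares and rpm are 95% Wilson intervals and cover counting error only, because PCR reads without molecular identifiers are not independent molecules. Intervals of ratios, medians and correlations are not Wilson intervals.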

In order to study the effects of HENN-1 on sRNAs in general, we prepared sRNA libraries from wild type, *henn-1(pk2452)* and *henn-1(pk2295)* young adult animals. To enrich for 2′-O-methylated small RNAs we also made libraries of the same RNA preparations, but after oxidative treatment with NaIO_4_. 

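NaIO_4_ oxidizes the free hydroxyl groups at the 3′ end of an RNA and thereby blocks cloning, whereas a 2′-O-methyl group protects the RNA. The oxidized libraries held 682941 reads with an insert in wild-type, 1376965 in *henn-1(pk2452)* and 239773 in *henn-1(pk2295)*, so values from the oxidized *henn-1(pk2295)* library carry the largest counting error. Among wild-type sequences of at least 50 untreated reads, 544 of 799 sequences of 21 nt with a 5′U had an oxidized to untreated count ratio of at least 0.1, as had 321 of 513 sequences of 26 nt with a 5′G. Only 23 of 765 sequences of 22 or 23 nt with a 5′U reached that ratio.

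**Figure D1:**
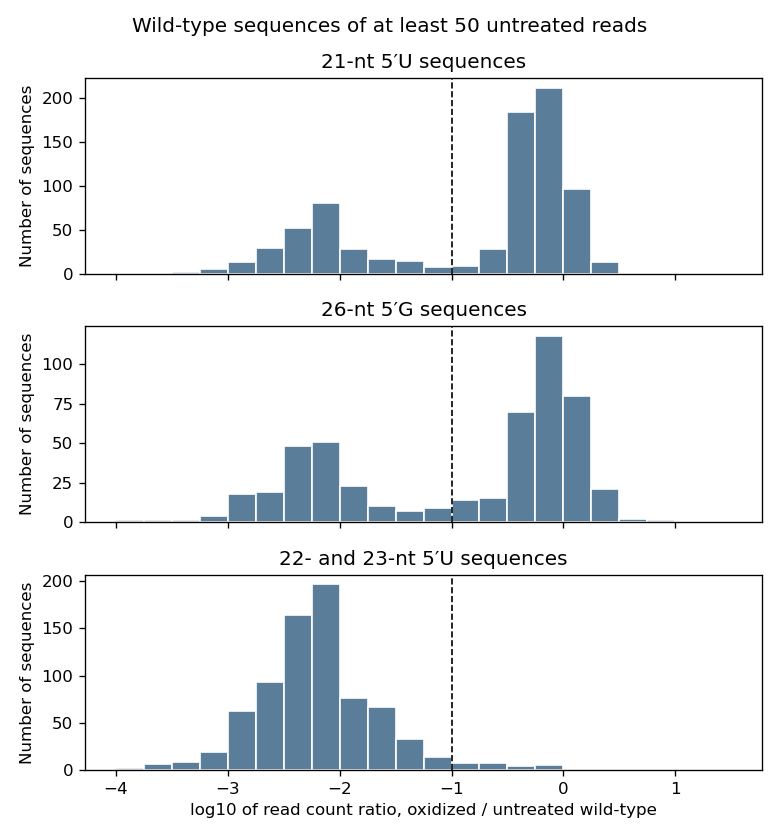
Histograms of the log10 ratio of read counts in the oxidized and untreated wild-type libraries, for sequences of at least 50 untreated reads, with the number of sequences on the y axis. The dashed line marks a ratio of 0.1, which 544 sequences of 21 nt with a 5′U, 321 of 26 nt with a 5′G and 23 of 22 or 23 nt with a 5′U reached.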

After deep sequencing on an Illumina platform, we mapped the obtained reads to the *C. elegans* genome (WS220) and annotated miRNAs, 22G RNAs, 26G RNAs and other types of RNAs based on Ensemble database v.62 (Tables S1 and S2). 

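No genome sequence was used here, so reads were not mapped and the classes below rest on sequence and chemistry. A 21U-type RNA is a sequence of 21 nt with a 5′U that had at least 5 reads in the oxidized wild-type library, an oxidized to untreated count ratio of at least 0.1, and more reads than any other sequence with the same first 18 nt in both wild-type libraries. A 26G-type RNA is a sequence of 26 nt with a 5′G that met the same rule. This gave 2013 21U-type and 1084 26G-type sequences. Every read with the first 18 nt of such a sequence was counted to it, and the 3′ nucleotides that did not match were treated as trimmed. The 100 most abundant oxidation-sensitive sequences of 21 to 24 nt stand in for miRNAs. They held 6939450 reads in untreated wild-type, against the 6734722 miRNA reads that the paper reports in Table S1. In the oxidized libraries they held 0.697 times the paper's miRNA reads in wild-type, 0.243 times in *henn-1(pk2452)* and 0.189 times in *henn-1(pk2295)*, so the stand-in is a poor scale there. These rules were set after the data were seen and with the paper's values known, and without the rule on the most abundant sequence 2058 and 1229 sequences were chosen. Because the lists require resistance to oxidation in wild-type, part of the enrichment of these classes in the oxidized wild-type library is built in.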

We then expressed the read counts as reads per million (rpm), excluding reads matching to structural RNAs, such as rRNA and tRNA (Table S3). 

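Reads per 1000000 reads (rpm) were computed here on the paper's mapped reads of Table S1 without rRNA, tRNA, snRNA and snoRNA. These were 8274129 reads in untreated wild-type, 6403640 in *henn-1(pk2452)* and 4627311 in *henn-1(pk2295)*. In the oxidized libraries they were 573210, 621815 and 81961 reads in the same order. Reads were counted here whether or not they map, so the counts are scaled to these totals and are not a share of them. In oxidized *henn-1(pk2452)*, for example, reads with a 5′G alone numbered 669312. A count of 0 allows up to 3 reads, which is 0.363 rpm in untreated wild-type and 36.6 rpm in oxidized *henn-1(pk2295)*.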

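In untreated wild-type the 26-nt reads of the 26G-type class stood at 35518 rpm (interval 35392 to 35644) and in oxidized wild-type at 432419 rpm. In *henn-1(pk2452)* they stood at 17603 rpm without and 211955 rpm with oxidation. In *henn-1(pk2295)* they stood at 4566 rpm (4505 to 4628) without and 8223 rpm (7628 to 8865) with oxidation, the last from 674 reads. Scaled to all mapped reads instead, the *henn-1(pk2295)* values were 3728 rpm without and 3701 rpm with oxidation. The rise in *henn-1(pk2295)* was therefore not seen under that scaling. Wild-type (28804 to 407695 rpm) and *henn-1(pk2452)* (14526.5 to 129805 rpm) still rose under it. The miRNA stand-in, which is chosen for loss on oxidation, had 53800 reads left in oxidized wild-type.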

A bar diagram reflecting the abundance of the various identified sRNA classes in each of the libraries is depicted in Figure 4A.

**Figure 4:**
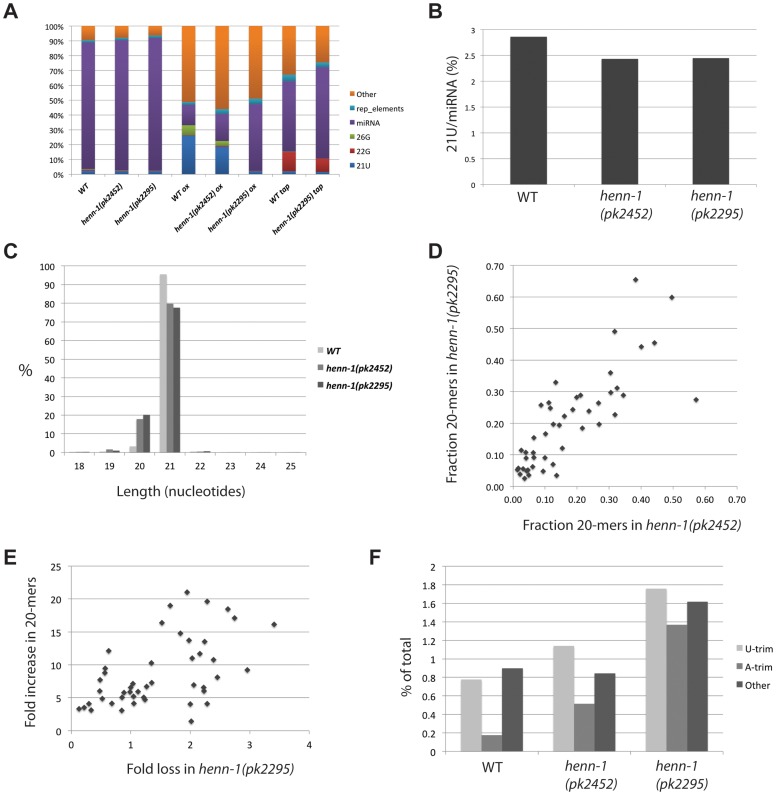
Global effects of *henn-1* on 21U RNAs. (A) Bar diagram displaying the different annotated small RNA reads obtained after deep-sequencing. Reads from structural RNAs were removed before analysis. (B) The expression level of 21U RNAs in wild-type and *henn-1* mutant backgrounds. Total 21U reads are normalized to total miRNA reads. The differences between wild-type and *henn-1* mutant samples are significant (Chi-squared test; p<10^−10^). (C) Length distribution plot of 21U RNAs. (D) Scatter plot displaying the fraction of 20-mer species of individual 21U RNA loci that were represented by at least 250 raw reads (20+21-mers) in each of the libraries used for this analysis (*henn-1(pk2452)* and *henn-1(pk2295)*). (E) Scatter plot displaying individual 21U loci represented by at least 250 raw reads (20+21-mers) in each of the libraries used for this analysis (wild-type and *henn-1(pk2295)*). X-axis: fold loss of reads in the *henn-1(pk2295)* background relative to wild-type. Y-axis: fold increase of 20-mer species in the *henn-1(pk2295)* background relative to wild-type. (F) Bar diagram displaying the frequencies of non-templated base additions found on 21U reads, as a percentage of the total 21U read count.

As observed before [23], oxidation of the wild-type sample enriches for 21U RNAs. 

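In wild-type, 21U-type reads rose from 32722 rpm to 352979 rpm on oxidation, a ratio of 10.8. As a share of all insert reads of the file, a scaling chosen after seeing the data, they rose from 2.45% to 29.6% (interval 29.5 to 29.7), a ratio of 12.1. With the class list drawn from the *henn-1(pk2452)* libraries instead, which does not select on the wild-type libraries, the ratio was 10.5. The choice that moved the ratio most was scaling to the miRNA stand-in, which gave 96.4, because oxidation removes the stand-in by definition. Scaled to the miRNA totals of Table S1, chosen after seeing the data, it was 65.2. Without the rule on the most abundant sequence the ratio was 2.75.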

Consistent with the above described loss of 21U RNA methylation, this effect is less pronounced in the *henn-1(pk2452)* sample, and oxidation of RNA obtained from *henn-1(pk2295)* animals does not enrich for 21U RNA at all (Figure 4A). 

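In *henn-1(pk2452)*, 21U-type reads rose from 28890 rpm to 246474 rpm on oxidation, a ratio of 8.53. In *henn-1(pk2295)* they stood at 28729 rpm without oxidation and 22706 rpm with it, a ratio of 0.790, and the oxidized value rests on 1861 reads. Of these 1861 reads, 841 (45.2%) matched all 21 nt, against 78.2% of the untreated reads. Full 21-nt matches stood at 22464 rpm without and 10261 rpm with oxidation. Scaled to all mapped reads, the ratios of all 21U-type reads were 6.33 in *henn-1(pk2452)* and 0.436 in *henn-1(pk2295)*. As shares of the insert reads they were 4.96 and 0.361, with 0.776% (interval 0.742 to 0.812) in oxidized and 2.15% (2.14 to 2.16) in untreated *henn-1(pk2295)*. Scaled to the miRNA stand-in they were 177.5, which is above the wild-type ratio under that scaling, and 9.84. Scaled to the miRNA totals of Table S1 they were 42.0, which is below the wild-type ratio, and 1.798. Without the rule on the most abundant sequence the ratios were 2.64 in *henn-1(pk2452)*, close to the wild-type ratio under that definition, and 1.06 in *henn-1(pk2295)*. The list from the *henn-1(pk2452)* libraries gave 9.86 for *henn-1(pk2452)* and 0.870 for *henn-1(pk2295)*. The paper relates the weaker enrichment in the mutants to the loss of 21U RNA methylation that it describes earlier.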

In the non-oxidized libraries we clone fewer 21U RNAs from *henn-1* mutant samples compared to wild-type (Figure 4B), but the overall loss of 21U RNAs is rather small. This is consistent with our Northern blotting data showing that 21UR1 levels do not decrease when HENN-1 is lost, but contrasts the fate of piRNAs in other systems where loss of HEN1 homologs has been described [12]–[14], [16], [17]. 

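There were 3.90 21U-type reads per 100 reads of the miRNA stand-in in untreated wild-type, 3.45 in *henn-1(pk2452)* and 3.30 in *henn-1(pk2295)*. Relative to wild-type the ratios were 0.884 for *henn-1(pk2452)*, with a chi-squared of 1601, and 0.846 for *henn-1(pk2295)*, with a chi-squared of 2431. Without the 10 most abundant loci they were 0.951 and 0.977. In the TAP-treated libraries the *henn-1(pk2295)* ratio was 1.11, in the other direction, against 0.591 from the paper's annotated counts of those libraries.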

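The 21UR1 sequence TGGTACGTACGTTAACCGTGC was rare in these libraries. The 20- and 21-mers of 21UR1 together numbered 23 reads in untreated wild-type, 62 in *henn-1(pk2452)* and 18 in *henn-1(pk2295)*. The miRNA let-7 (TGAGGTAGTAGGTTGTATAGTT) had 1534, 1146 and 742 reads in the same order, so that 21UR1 had 1.499, 5.41 and 2.43 reads per 100 let-7 reads.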

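Reads whose match to the 21-nt form ended at position 20, with or without a non-templated tail after it and called 20-mers below, made up 2.81% of 21U-type reads in untreated wild-type (interval 2.75 to 2.88). The share was 17.9% (17.7 to 18.1) in *henn-1(pk2452)* and 20.4% (20.2 to 20.6) in *henn-1(pk2295)*. These are 6.36 and 7.25 times the wild-type share, and the intervals of the 3 libraries do not overlap. With untrimmed reads alone, set before the data were examined, the wild-type share was 1.97% and the ratios were 8.56 and 9.17. Without the rule on the most abundant sequence the ratios were 4.47 and 5.42. For 21UR1, 4 of 23 reads were 20-mers in wild-type (17.4%, interval 6.98 to 37.1), 50 of 62 in *henn-1(pk2452)* (80.6%, 69.1 to 88.6) and 13 of 18 in *henn-1(pk2295)* (72.2%, 49.1 to 87.5).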

Again consistent with our Northern blotting data, we observe an increase of 20-nucleotide-long reads from 21U loci (Figure 4C). 

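The 5′ end of every counted read was that of its 21U-type sequence, so length differences lie at the 3′ end. Reads that matched to position 19 were 0.424% of the class in untreated wild-type, 1.66% in *henn-1(pk2452)* and 1.12% in *henn-1(pk2295)*. Reads that matched to position 18 were 0.314%, 0.234% and 0.273% in the same order. Full 21-nt matches fell from 96.4% in wild-type to 80.2% in *henn-1(pk2452)* and 78.2% in *henn-1(pk2295)*.

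**Figure D2:**
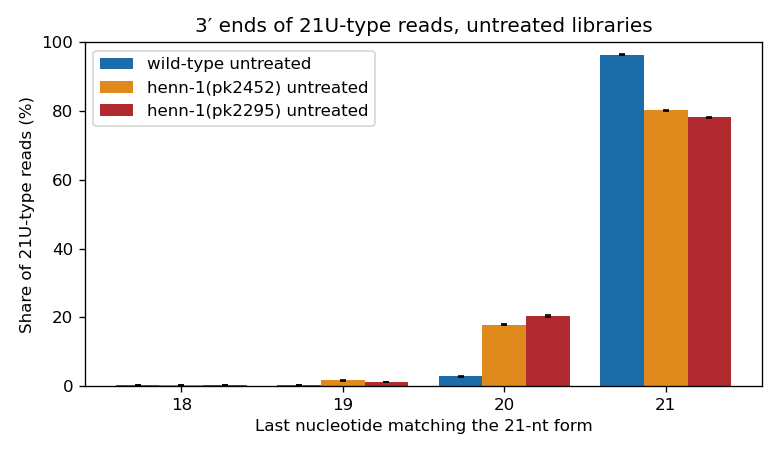
Share of 21U-type reads, in percent, by the last nucleotide that matches the 21-nt form, in the 3 untreated libraries, with 95% Wilson intervals as error bars. The bars at position 20 stand at 2.81% in wild-type, 17.9% in *henn-1(pk2452)* and 20.4% in *henn-1(pk2295)*.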

Since we only annotate a read as a 21U RNA when its 5′ end precisely matches annotated 21U RNAs, this indicates increased variability at the 3′ end upon loss of 2′-O-methylation. The frequency of 20-mers for individual 21U species varies significantly, ranging from as low as 3% to almost 70% (Figure 4D). 

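Across the 88 21U-type loci with at least 250 20- and 21-mers in both mutant libraries, the 20-mer fraction had a median of 13.4% in *henn-1(pk2452)* and 16.4% in *henn-1(pk2295)*. The highest was TAATAGTGTCTTTTCGGTCTA, with 91.4% of 778 reads in *henn-1(pk2452)* (interval 89.2 to 93.2) and 88.1% of 952 in *henn-1(pk2295)* (85.9 to 90.0). The lowest by the mean of the alleles was TTCCCATCGGCATCAACTTGA, with 0 of 334 reads in *henn-1(pk2452)*, which allows a share of up to 0.898%, and 0.307% of 326 reads in *henn-1(pk2295)* (0.0542 to 1.72). It is not set apart from TTCCAGTTGGGAGAAGTACCA, with 0 of 425 reads in *henn-1(pk2452)* and 0.660% of 303 in *henn-1(pk2295)* (0.181 to 2.37). In *henn-1(pk2295)*, 82 of the 88 loci lay from 3% to 70%, with 5 below and 1 above. In *henn-1(pk2452)*, 8 loci lay below 3% and 2 above 70%.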

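Over the same 88 loci, the 20-mer fractions of the 2 alleles had a Pearson r of 0.877 (R2 = 0.769, bootstrap 95% interval of r over loci 0.787 to 0.934) and a Spearman rho of 0.861. This is a correlation across loci, which are not independent replicates. R2 was 0.859 over the 40 loci with at least 500 reads and 0.711 under the class definition tried first. The fraction was higher in *henn-1(pk2295)* at 50 of the 88 loci, and the median difference was 0.618 percentage points.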

Plotting the frequencies of 20-mer species observed in the *henn-1(pk2452)* background versus those observed in the *henn-1(pk2295)* background (Figure 4D) revealed a strong linear correlation (R^2^ = 0.7), with the 20-mer frequencies in the *henn-1(pk2295)* background slightly higher that that in the *henn-1(pk2452)* background. In addition, an overall weak, but positive correlation (R^2^ = 0.3) can be observed between the increase of 20-mer frequency of a given 21U species and the loss of that species upon disruption of *henn-1* (Figure 4E). 

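For 82 loci with at least 250 reads in wild-type and *henn-1(pk2295)* and a 20-mer in wild-type, fold loss and fold increase of the 20-mer fraction had a Pearson r of 0.462 (R2 = 0.214, bootstrap interval of r 0.281 to 0.630) and a Spearman rho of 0.498. R2 was 0.347 with untrimmed reads alone, 0.148 with a minimum of 100 reads, and 0.305 under the class definition tried first. The median fold loss was 1.06, and 44 of the 82 loci had fewer scaled reads in *henn-1(pk2295)*. Both folds use the same read counts of a locus.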

From these results we draw the following conclusions. First, the frequency of 20-mer species of individual 21U RNA species is reproducible and likely reflects a specific phenomenon rather than intrinsic noise. 

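The variance of the 20-mer fraction between the 88 loci in *henn-1(pk2295)* was 136 times the binomial counting variance at their depths. From the relation between the alleles, the paper proposes that the 20-mer frequencies of 21U species reflect a specific phenomenon and not noise.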

Second, the appearance of 20-mer versions of a specific 21U RNA reflects the stability of that individual 21U RNA species. This is very similar to observations relating to piRNAs in absence of Hen1 in zebrafish [17], although the observed effects of *henn-1* on 21U RNAs are much weaker.

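At the 82 loci, scaled 20-mer reads were a median of 6.86 times as many in *henn-1(pk2295)* as in wild-type (bootstrap interval over loci 5.89 to 9.23), and they rose at 81 loci. Scaled 21-mer reads were a median of 0.739 times the wild-type level.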

Next, we analyzed the identity of non-templated nucleotides at the 3′ end of 21U RNA reads that have been trimmed off during the mapping process. We classified these trimmed reads as either ‘U-trim’, in case only non-matching T-bases were found at the end of a sequence, ‘A-trim’ or ‘Other’. 

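Non-templated 3′ ends, counted where a read departs from its 21U-type sequence within 21 nt, were found on 1.48% of 21U-type reads in untreated wild-type (interval 1.43 to 1.52). This rule was chosen with the paper's Figure 4F in view. When reads that run past the 21-nt form were also counted, U ends in wild-type rose from 0.726% to 0.972% and A ends from 0.0912% to 0.281%.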

Normally, 21U RNAs are rather infrequently extended at their 3′ end, as reflected by the low percentage of trims (Figure 4F). In addition, there is no strong bias for U-trims. This contrasts to what we have described for zebrafish piRNAs [17]. 

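In untreated wild-type, U-trims were 0.726% of 21U-type reads (interval 0.695 to 0.758), other trims 0.659% (0.629 to 0.690) and A-trims 0.0912% (0.0805 to 0.103).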

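In *henn-1(pk2452)*, 2.08% of 21U-type reads carried a non-templated 3′ end, 1.41 times the wild-type share, and in *henn-1(pk2295)* 4.19%, 2.84 times that share. U-trims were 0.957% in *henn-1(pk2452)* and 1.39% in *henn-1(pk2295)*, which are 1.32 and 1.91 times the wild-type share. A-trims were 0.306% and 0.944%, which are 3.36 and 10.3 times that share. For A-trims these ratios were 4.38 and 14.5 without sequences seen once, and 2.25 and 5.53 when reads that run past the 21-nt form were counted, and in the TAP-treated libraries the *henn-1(pk2295)* ratio was 4.89. Other trims were 0.815% and 1.86%, which are 1.24 and 2.82 times that share. These ratios for other trims were 3.46 and 9.42 with ends of exactly 1 nt alone, and 3.42 and 9.35 with a match of at least the first 20 nt. Without the rule on the most abundant sequence, the *henn-1(pk2452)* ratio was 0.979 for all trims and 0.788 for other trims.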

Upon loss of HENN-1 activity 3′end extension frequencies increase, but still they do not display enrichment for U-trims (Figure 4F). Since uridylation has been proposed to correlate with destabilization, these findings are consistent with the observation that 21U RNA levels do not significantly decrease in *henn-1* mutant animals. Unfortunately, the low abundance of most individual 21U RNAs in our libraries, including those described to recognize Tc3 and 21UR1, prohibits meaningful analysis of uridylation frequencies in further detail.

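Few 21U-type sequences were abundant enough for a share of trims per sequence, and those with at least 250 reads in both mutant libraries are the 88 loci of the 20-mer comparison. 21UR1 had no trimmed end in untreated wild-type and *henn-1(pk2452)* and 3 reads with one in *henn-1(pk2295)*.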

### Differential effects of HENN-1 on ERGO-1– and ALG-3/4–bound 26G RNAs

Next, we analyzed 22G and 26G RNAs in wild-type and *henn-1* mutant samples. 

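The TAP-treated libraries held 7343896 reads with an insert in wild-type and 8102973 in *henn-1(pk2295)*, of which the paper's non-structural mapped reads are 5892539 and 5846922. All reads of 22 nt with a 5′G stand in for 22G RNAs, since antisense reads could not be told from sense reads. In wild-type these were 29109 rpm in the untreated and 256011 rpm in the TAP-treated library. In untreated *henn-1(pk2295)* they were 23188 rpm.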

In order to increase the 22G fractions in our libraries we also prepared wild-type and *henn-1(pk2295)* libraries from TAP-treated RNA, a treatment that reduces 5′-triphosphate groups to mono-phosphate, allowing the ligation of 5′ adaptor oligos to the 22G class sRNAs. Both 22G and 26G RNAs are found as sub-populations of RNA molecules that we initially classify as ‘siRNA’: antisense reads mapping to annotated genes. To analyze 26G and 22G classes individually we extracted 22G and 26G RNAs from the siRNA group, asking for a length of 22 or 26 nucleotides respectively and the presence of a 5′G.

Plotting length distribution profiles of the siRNA class as a whole (Figure 5A) reveals that the 22 and 26 nucleotide sub-populations dominate in wild-type animals. 

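All reads with a 5′G were used in place of the siRNA class. In untreated wild-type, 26-nt reads were 24.7% of these (interval 24.6 to 24.8), 27-nt reads 19.9%, 22-nt reads 14.3% and 25-nt reads 7.87%. Unlike the paper's siRNA class, these reads were not restricted to antisense matches, and the origin of the 27-nt reads was not assigned here. In TAP-treated wild-type, 22-nt reads were 46.6% of 5′G reads and 26-nt reads 4.01%.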

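In oxidized wild-type, 26-nt reads were 77.4% of 5′G reads (interval 77.3 to 77.6), 3.13 times the untreated share, while 22-nt reads were 1.99% and 27-nt reads 2.82%.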

Consistent with the finding that 26G RNAs are 2′-O-methylated, the 26 nucleotide peak increases when wild-type RNA is oxidized before cloning. 

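Reads of 26 nt were 19.0% of 5′G reads in untreated *henn-1(pk2452)* (interval 18.9 to 19.0) and 11.0% in untreated *henn-1(pk2295)* (11.0 to 11.1), which are 0.767 and 0.447 times the wild-type share. In *henn-1(pk2295)* the share at 26 nt was close to those at 25 nt (10.99%) and 24 nt (11.1%). In *henn-1(pk2452)* it stayed above those at 25 nt (10.8%) and 24 nt (10.4%). Reads of 27 nt were 19.9995% in *henn-1(pk2452)* and 21.3% in *henn-1(pk2295)*, the largest share of any length in each.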

Interestingly, 26 nucleotide reads are less prominent in *henn-1(pk2452)* mutants and almost completely drop to background levels in *henn-1(pk2295)* animals. This indicates that, unlike 21U RNAs, 26G RNAs strongly depend on HENN-1 for stability. This is also reflected in the frequency of uridylation of 26G RNAs in both wild-type and *henn-1* mutant animals (Figure 5B): in all samples U-trims are most abundant and U-trim frequencies rise sharply upon progressive inactivation of HENN-1. It should be noted, however, that also other types of non-templated extensions increase in frequency, including adenylation. These data show that 26G RNAs are less stable and more prone to non-templated nucleotide additions, including uridylation, when they are not methylated.

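26-nt reads of the 26G-type class fell to 0.496 times the wild-type rpm in *henn-1(pk2452)* and to 0.129 times in *henn-1(pk2295)*. The *henn-1(pk2452)* ratio was 0.368 without the most abundant 26G-type sequence. With all 26-nt 5′G reads in place of the class the ratios were 0.637 and 0.369. The siR26-263 sequence GTTGTTTATGGTGCATGCATATGCTA had 42 reads in untreated wild-type, 12 in *henn-1(pk2452)* and 8 in *henn-1(pk2295)*. Its rpm were 0.369 times wild-type in *henn-1(pk2452)* (interval 0.194 to 0.701) and 0.341 times in *henn-1(pk2295)* (0.160 to 0.725), with Benjamini-Hochberg adjusted p = 0.00161 and p = 0.00286 from two-sided exact Fisher tests over 8 comparisons. The 3 most abundant 26G-type sequences in wild-type, GGTTGGTGTAGCGGTATATTACTCAG, GTTCTCGGAACGGGCAAGACTTATTA and GGCTGTTCCGTCCAAGTAGAAGGGTA, stood at 0.0858, 0.0896 and 0.0229 times wild-type in *henn-1(pk2295)*. In *henn-1(pk2452)* they stood at 0.679, 0.282 and 0.0761 times wild-type in the same order, so the most abundant fell least there. From the loss of 26G reads, the paper concludes that 26G RNAs, but not 21U RNAs, strongly need HENN-1 to be stable.

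**Figure D3:**
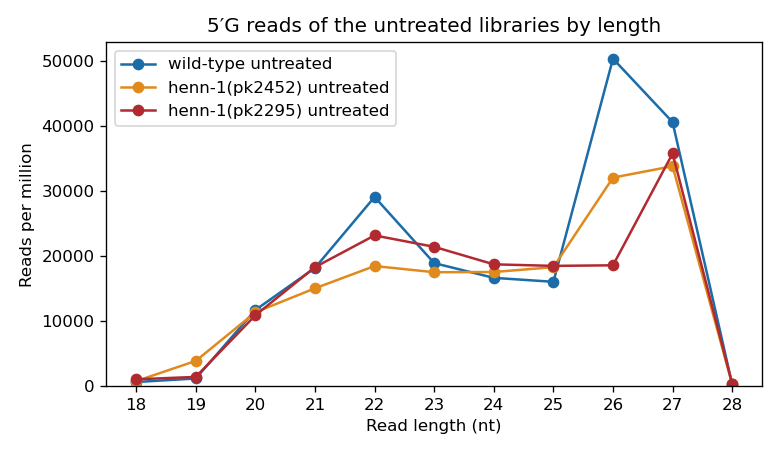
Reads with a 5′G by read length in nt, in rpm, for the 3 untreated libraries. At 26 nt the lines stand at 50389 rpm in wild-type, 32082 rpm in *henn-1(pk2452)* and 18587 rpm in *henn-1(pk2295)*.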

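Among reads whose matching part was the full 26 nt of a 26G-type sequence, U-trims were 1.55% in untreated wild-type (interval 1.505 to 1.59), 3.22% (3.12 to 3.32) in *henn-1(pk2452)* and 7.53% (7.18 to 7.89) in *henn-1(pk2295)*. The ratios to wild-type were 2.08 and 4.86. The rule was chosen with the paper's Figure 5B in view, and the templated base that follows a 26-nt form was not known for most sequences. Where it could be inferred from other reads, U-trims were 0.532%, 1.26% and 4.84% in the same order.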

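A-trims were 0.475% in untreated wild-type, 1.05% in *henn-1(pk2452)* and 2.54% in *henn-1(pk2295)*, and other trims 0.333%, 0.379% and 0.7999%. The rise of other trims in *henn-1(pk2452)* was 1.14-fold (chi-squared test on the 2 libraries, p = 0.0276). It was 2.25-fold with all 26-nt 5′G reads and 1.53-fold without the most abundant 26G-type sequence, but 0.677-fold with the length of the whole read and 0.768-fold with all reads that share the 5′ end of a 26G-type sequence.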

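Per sequence, among 65 26G-type sequences with at least 50 reads in wild-type and *henn-1(pk2295)*, the U-trim share was higher in *henn-1(pk2295)* for 52, with a median of 6.00% against 1.493% in wild-type. In *henn-1(pk2452)* it was higher for 90 of 134 sequences, with a median of 3.38% against 1.16%.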

**Figure 5:**
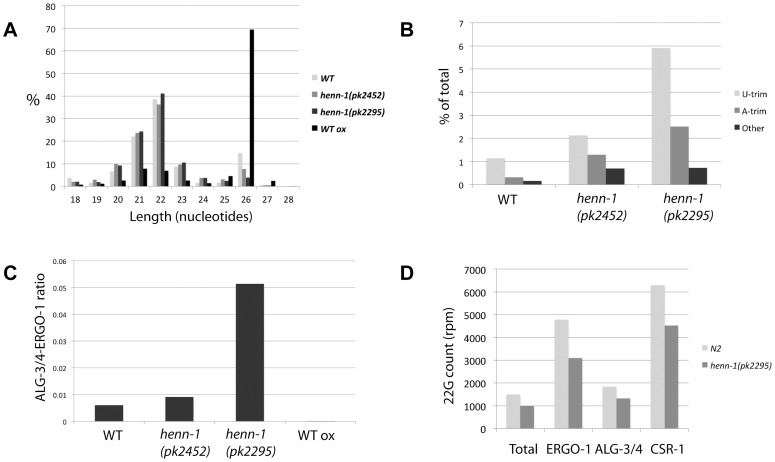
Effects of *henn-1* 22G and 26G RNAs. (A) Length distribution plots of ‘siRNA’ category, containing both 22G and 26G RNAs, in diverse libraries. (B) Bar diagram displaying the frequencies of non-templated base additions found on 26G reads, as a percentage of the total 26G read count. P<0.0001 for *henn-1(pk2452)* and *henn-1(pk2295)* relative to wild-type (Chi-squared test). (C) Ratio of ALG-3/4 and ERGO-1 bound 26G RNAs as derived by previously described annotation (see main text), in diverse libraries. P-values of all differences <0.001 (Chi-squared test). (D) The 22G counts, in rpm, for all genes in total, ERGO-1, ALG-3/4 and CSR-1 target genes. 22G count for ‘Total’ was divided by 100 for better visualization.

We further analyzed 26G RNAs with regard to their hosting Ago protein. To reduce potential background from 22G RNAs we only used the non-TAP treated libraries for these analyses. It has previously been shown that 26G RNAs can be divided into two classes: those binding to ERGO-1 [23],[24] and those binding to ALG-3 or ALG-4 (ALG-3/4) [24], [25]. We annotated our 26G reads as ERGO-1 or ALG-3/4 26G RNA (Table S4) based on these studies. We then asked whether both types of 26G RNA respond similarly to loss of HENN-1 by plotting the ratio of ALG-3/4 and ERGO-1 bound 26G RNAs. This revealed a striking increase in ALG-3/4 26G RNAs relative to ERGO-1 26G RNAs upon *henn-1* mutation (Figure 5C). While this could be caused by the fact that *henn-1* mutant strains are slightly Him, e.g. they have more males in their progeny than wild-type strains, we also observed a decrease of ALG-3/4 26G RNA cloning frequencies upon oxidative treatment of the RNA, indicating that they are not methylated (Figure 5C). Together, these data strongly suggest that 26G RNAs are only methylated in the context of ERGO-1, and not in the context of ALG-3/4.

Finally, we addressed the behavior of 22G RNAs based on the wild-type and *henn-1(pk2295)* TAP treated libraries. Global levels of 22G RNAs are roughly 30% lower in *henn-1(pk2295)* animals (Figure 5D and Figure S7), without indications for major changes in size distribution (Figure 5A) or uridylation frequencies (Figure S8). 

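In the TAP-treated libraries, 22-nt reads with a 5′G stood at 174021 rpm in *henn-1(pk2295)*, a ratio to wild-type of 0.680. Scaled to the miRNA stand-in the ratio was 0.518, and in the untreated libraries it was 0.797. Among 5′G reads, the 22-nt share in TAP-treated *henn-1(pk2295)* was 39.0%, below that in TAP-treated wild-type. For 19932 sequences of 22 nt whose next templated base could be inferred, U-trims were 1.91% in wild-type (interval 1.88 to 1.94) and 2.28% (2.24 to 2.32) in *henn-1(pk2295)*, a ratio of 1.19. All trims together were 1.26 times the wild-type share. Without sequences seen once these ratios were 1.12 and 1.14.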

To check whether the global decrease of 22G RNAs is caused directly by lower ERGO-1 26G RNA levels we asked whether the 22G RNA counts of the ERGO-1 pathway, the ALG-3/4 pathway and the CSR-1 pathway (a 26G RNA unrelated endogenous RNAi pathway) are differentially affected by *henn-1* mutation. Since CSR-1 targets many genes, we selected the top-ranking CSR-1 targets, asking for a cloning frequency of at least 500 rpm and a cloning ratio of at least 0.9 from CSR-1 IPs [36] (Table S3). Surprisingly, the 22G RNA populations of all these gene categories go down roughly 30% (Figure 5D). Thus, while ERGO-1 mediated 22G RNA biogenesis may be directly affected by loss of HENN-1 and the subsequent loss of ERGO-1 bound 26G RNAs, our data does not provide direct support for this hypothesis.

### HENN-1 affects global germline expression levels

Finally, we performed micro array analysis on young adult animals to see how *henn-1* affects gene expression and how this relates to the effects we see on sRNA populations. Two technical replicates on two biological samples were analyzed and we considered genes to be significantly affected when the p-values in both arrays were below 0.05 and the change in expression level was at least two-fold. This resulted in a set of 160 genes that are up- and 267 genes that are down-regulated (Table S3) in *henn-1(pk2295)* animals. We analyzed the nature of these genes by asking for enrichment of gene expression domains as defined by Kim *et al.* [47]. Up-regulated genes are enriched for functions related to collagen while down-regulated genes are enriched for germline and embryonic expression, including 16 out of the 104 top-CSR-1 targets (Figure 6A, Table S3). Interestingly, when we relate the array data to our sRNA sequencing data (the TAP treated wild-type and *henn-1(pk2295)* libraries), we find that down-regulated genes are relatively rich in 22G RNA coverage, while up-regulated genes are relatively 22G RNA deprived (Figure 6B). In both up- and down-regulated gene classes the 22G RNA coverage drops approximately 30% upon loss of HENN-1. These data suggest that the observed expression changes are not triggered through altered 22G RNA levels, but are more likely an indirect effect of loss of HENN-1.

**Figure 6:**
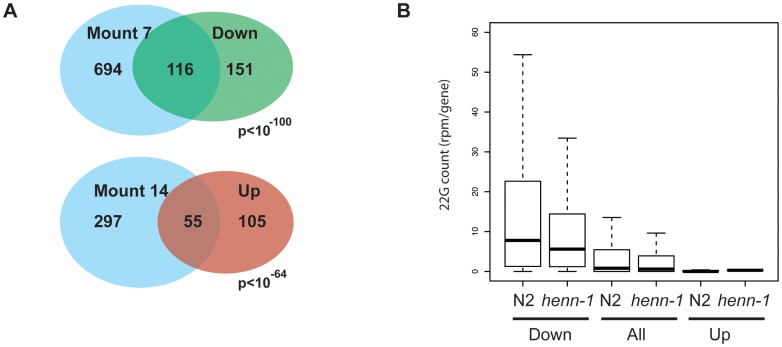
Gene expression analysis of *henn-1* mutants. (A) Venn diagram showing the overlap between up- and down-regulated genes and the gene expression domains, as defined by Kim *et al.* [47], for which they are most enriched. The Holm-Bonferroni corrected p-value is given. ‘Mount 7’: Germline–enriched. ‘Mount 14’: Collagen. (B) Box-plot displaying the 22G coverage per gene in wild-type and *henn-1(pk2295)* mutant libraries. Genes are grouped into ‘Down’ and ‘Up’, reflecting their expression status in *henn-1(pk2295)* mutant animals relative to wild-type animals. Statistical significance between N2 and *henn-1* mutant datasets was assessed with a Wilcoxon rank sum test (paired) and found to be highly significant (p<10^-16^). Similarly, non-paired Wilcoxon rank sum testing of the 22G coverage between ‘Down’ and ‘All’, and ‘Up’ and ‘All’ also revealed highly significant differences (p<10^−16^).

Next, we specifically analyzed ALG-3/4 and ERGO-1 target genes. The vast majority of the 399 tested ALG-3/4 targets did not change expression level. None were up-regulated and only three were found to be down-regulated (Table S3). The read counts for 26G RNAs mapping to these three genes were too low to derive meaningful correlations, and 22G counts remained either the same or dropped slightly. We therefore conclude that loss of HENN-1 does not directly affect ALG-3/4 target gene expression levels in young adult hermaphrodites. It should be noted, however, that ALG-3/4 targets are generally expressed during spermatogenesis, a stage that we have not specifically analyzed.

Out of 57 ERGO-1 targets tested, we only detect one with significantly changed expression levels. This gene, Y17D7B.4, is up-regulated in *henn-1(pk2295)* animals, accompanied by a 4-fold decrease in 26G RNA coverage and a two-fold drop in 22G RNA (Table S3). In fact, Y17D7B.4 is the only gene among the up-regulated genes with significant 26G and 22G coverage. Although ERGO-1 target genes do not display general up-regulation in *henn-1* mutant animals, it is striking that ERGO-1 targets do not follow the general down-regulation of germline-expressed genes, such as for example CSR-1 target genes.

## Discussion

We have addressed the *C. elegans* HEN1 ortholog HENN-1 in terms of its activity and its sub-cellular localization and have described its effect on the various endogenous RNAi pathways of this nematode. The major impact of HENN-1 is on the ERGO-1 26G RNAi pathway, while ALG-3/4 26G RNAs are unaffected. Strikingly, 21U RNAs are major targets of HENN-1, yet their stability in the germline is only marginally affected by loss of HENN-1. Below, we further discuss the implications of these findings.

### Subcellular localization of HENN-1

Using a GFP-tagged HENN-1 protein we have been able to demonstrate the presence of HENN-1 in granules in the germline. These granules overlap partly with PGL-1 foci, suggesting that HENN-1 is in, or at least near P-granules. During oogenesis HENN-1 is more diffuse and is also observed within the nucleus. This is a pattern we also observe in zebrafish, suggesting that this differential localization in oocytes may be functionally relevant. Since HENN-1 functions during the biogenesis of 21U and 26G RNAs this suggests that both these small RNA types are made within P-granules, the nematode version of an electron-dense and mitochondria-rich material known as nuage or germ-plasm in other organisms. This is consistent with many previously published findings regarding sRNA biogenesis in diverse model organisms, including *C. elegans* (reviewed in [5]).

### HENN-1 and exogenous RNAi

We describe an intriguing effect of HENN-1 on RNAi triggered through exogenous dsRNA triggers. While loss of HENN-1 diminishes the efficiency of RNAi in the germline, it induces an RNAi hypersensitivity defect in the soma. The RNAi hypersensitivity in *henn-1* mutants may be readily explained by the fact that mutations in the ERGO-1 pathway generally result in this phenotype [23], [24], [42]–[45]. It has been proposed that hypersensitivity arises by reduced competition for shared components between the endoRNAi pathway mediated by ERGO-1 and the exoRNAi pathway mediated by the Ago protein RDE-1. However, why would *henn-1* be required for exoRNAi in the germline? Perhaps this germline RNAi resistance is related to our observation that many germline genes are expressed at lower levels. This may include lower expression of exoRNAi related factors in *henn-1* mutant animals. Indeed, seven different genes (*mex-1*, *mex-3*, *oma-1*, *puf-5*, *pie-1, egg-3* and *pos-1*) whose protein products are known to reside in P-granules are reduced. This may lead to reduced P-granule functionality and consequently reduced RNAi. Even more strikingly, two genes previously implicated directly in germline exoRNAi and co-suppression, *ppw-2 (wago-3)* [48] and *mut-7* [49], are approximately three-fold down in *henn-1* mutants (Table S3), providing a potential explanation for the opposing effects of *henn-1* on exoRNAi in the germline and the soma.

### Function for HENN-1 in 26G pathways

We have shown that ERGO-1-bound 26G RNAs are methylated by HENN-1. Methylation of these 26G RNAs has a stabilizing effect and prevents non-templated uridylation. In other systems, HEN1 homologs have similarly been implicated in sRNA stabilization, mostly in the context of target RNA recognition [17], [19]. Since 26G RNAs have targets that display perfect complementarity, this result is consistent with these previous findings.

We have also shown that in contrast to ERGO-1-bound 26G RNAs, ALG-3/4-bound 26G RNAs are not methylated. What could be the cause behind this difference? First, the cell-type producing 26G RNAs may have an effect on their methylation status. ALG-3/4 bound 26G RNAs are present during spermatogenesis, while ERGO-1 26G RNAs are present in the female germline and the embryo. This would imply that HENN-1 activity during spermatogenesis is low or absent. Second, 26G RNAs may become methylated outside the context of Ago proteins, after which ERGO-1 would preferentially bind methylated and ALG-3/4 non-methylated versions. Indeed, PAZ domains of different Ago proteins that bind methylated or non-methylated sRNAs have differential affinities for methylated or non-methylated 3′ ends of sRNAs [20]. While these two options are certainly possible, we favor a third explanation for the difference between ERGO-1 and ALG-3/4 26G RNA behavior. Interestingly, ERGO-1 is related in sequence to the Piwi proteins PRG-1 and PRG-2 that both bind methylated 21U RNAs, while ALG-3 and ALG-4 are more related to the Ago proteins ALG-1 and ALG-2 that are known to bind non-methylated miRNAs [34]. Therefore, it is likely that the type of Ago protein binding the 26G RNA is instructive in determining the 3′ end methylation status. Similarly, in *Drosophila*, one and the same sRNA sequence can be either methylated or not, based on the Ago protein by which it is bound [13], [14], [19], [50]. It is presently unclear why ERGO-1-type 26G RNAs would require HENN-1-mediated methylation and stabilization while ALG-3/4-type 26G RNAs do not.

Loss of HENN-1 results in rather modest effects on 26G dependent 22G RNAs and gene expression levels. While direct targets of the ERGO-1 pathway do display a drop in 22G RNAs, this could not be distinguished from a more global effect that decreases the 22G RNA coverage of many other germline expressed genes. This overall drop in 22G RNAs derived from germline expressed genes is accompanied by a general decrease in mRNA from these same genes. Given these global effects it is difficult to dissect direct effects of HENN-1 on published ERGO-1 target genes. However, as ERGO-1 target genes escape the overall trend of decreased expression of germline-expressed genes, loss of HENN-1 may indeed trigger direct up-regulation of ERGO-1 targets through a loss of ERGO-1 triggered 22G RNAs.

### Function for HENN-1 in the 21U RNA pathway

Finally, we describe a number of findings regarding the function of HENN-1 in the *C. elegans* Piwi pathway, or PRG-1 pathway. First, we do not find indications for stable interaction between HENN-1 and PRG-1. We have been unable to co-IP both proteins and using gel-filtration experiments we observe HENN-1 and PRG-1 in distinct complexes. Regarding the first observation, we have similarly been unable to co-IP Hen1 and Zili from zebrafish gonadal extracts (unpublished data). This makes us believe that the previously published interactions between Hen1 and specific Ago proteins in *Drosophila*, which were based on GST-pull-down experiments [14], reflect transient interactions rather than stable complexes. Interestingly, we show that HENN-1 is found in a complex of approximately 100 kDa, reflecting oligomerization and/or stable association with another, as yet unknown factor. Such factors could be other Ago proteins such as ERGO-1. However, we favor the interpretation that HENN-1 binds a non-Ago protein. Possibly, this could be a nuclease involved in trimming the 3′ ends of 21U RNAs. In this scenario, HENN-1 activity may be directly coupled to 3′ end formation during 21U RNA biogenesis, as has been suggested for piRNA biogenesis in silk-moth derived cell-free extracts [18].

Surprisingly, *henn-1* mutant animals display only minor effects on the global stability of 21U RNAs in the germline. This conclusion is based on 21U RNA abundance on Northern blots and on cloning frequencies analyzed through deep-sequencing. sRNA stability has been coupled to target recognition through a mechanism that likely involves the extraction of the 3′ end of sRNAs from the PAZ domain upon target RNA binding [19]. Typically, these interactions involve extensive base-pairing between sRNA and target RNA molecules. However, also when presented with a perfectly matching transgenic target RNA, the 21U-RNA species 21UR1 is not significantly destabilized, indicating that target dependent effects on the stability of 21U RNAs are limited. We note that *henn-1* does affect 21U abundance in the embryo [51], [52], suggesting that 2′O-methylation plays a role in the stabilizing 21U RNAs over longer time intervals. The only significant effect of loss of *henn-1* on 21U RNAs in the germline is on their length: significantly more 20-mer species are formed in absence of HENN-1. Therefore, the major function of 2′-O-methylation of 21U RNAs is to stabilize their extremely strict length of 21 nucleotides and not to prevent target dependent 21U-uridylation and de-stabilization. Since we show that *henn-1* mutant animals display defects in 21UR1-mediated silencing while 21UR1 levels remain unchanged, the maintenance of 21U RNAs as methylated 21-mers may be important for full PRG-1 activity. However, it should be kept in mind that 21UR1 sensor silencing depends on a downstream pathway mediated by factors that are shared with exoRNAi pathways, and we show that exoRNAi efficiencies are reduced in *henn-1* mutant animals. This provides an alternative, and less direct explanation for the reduced silencing of the 21UR1 sensor in *henn-1* mutant backgrounds.

The 21U pathway in *C. elegans* is poorly characterized in terms of endogenous targets. Almost no targets displaying extensive complementarity to 21U RNAs are present [29], [30], a feature that is different from piRNA systems in other organisms. Yet, *prg-1* mutant animals display clear phenotypes [29]–[31] suggesting that either PRG-1 has 21U-independent functions or that PRG-1:21U complexes regulate target RNAs through non-perfect base-pairing interactions. Interestingly, in a recent paper precisely such mismatched 21U RNA-target RNA interactions have been described [32]. Perhaps it is this lack of extensive target complementarity that has allowed the PRG-1 pathway to become uncoupled from target dependent 21U RNA modifying activities. Everything considered, it remains to be fully elucidated why *C. elegans* 21U RNAs are methylated.

## Methods

### Worm strains

Bristol N2 was the wild type strain used in this study. We used two *henn-1* alleles, *pk2295* and *pk2452*, a premature stop (R347X) and a missense mutant (D151N) respectively. Strains carrying these alleles have been described before [39]. Other alleles used in this study: *prg-1(pk2298), glp-4(bn2), mut-7(pk204)* and *mut-7(xf0007)* (a new *mut-7* allele, Q131X, picked up in a 21UR1 sensor activation screen in a *henn-1(pk2295)* mutant background). The 21UR1 sensor transgene is described by Bagijn *et al.* [32]. A strain expressing HENN-1::GFP was made by MosSCI based transgenesis [53] using pCFJ150, modified to include the *pgl-3* promoter, a C-terminal fusion of GFP to HENN-1 and the *tbb-2* 3′UTR [54].

### *In vitro* methyltransferase activity assay

GST, GST-HENN-1 and GST-HENN-1(D151N) were expressed in *E. coli* and purified over GST-beads as described before [17]. The missense mutation was introduced by side directed mutagenesis of the vector (Stratagene). Equal amounts of protein were loaded on a PAGE-SDS gel and stained with PageBlue according to Manufacturer directions. The methyltransferase assay was performed as described previously (Yu et al, 2005). A 100 µl reaction containing 50 mM Tris–HCl (pH 8.0), 100 mM KCl, 5 mM MgCl2, 0.1 mM EDTA, 2 mM DTT, 5% glycerol, 80U RNasin, 0.5 mCi S-adenosyl-L-[methyl-14C] methionine (Amersham), 5 µg purified protein (GST or GST-HENN-1), and 1 nmol of RNA substrate was incubated for 2 h at 37°C. The reaction was stopped with proteinase K for 15 min at 65°C after which it was extracted by phenol/chloroform. Small RNAs were precipitated with ethanol and analyzed on a 12% acrylamide gel. The gel was treated with an autoradiography enhancer (En3hance, Perkin Elmer) and exposed to X-ray film at −80°C. Sequences of synthetic piRNAs were as described before [17]. Sequences of RNA oligos used with different 3′ end nucleotides: 5′- UGAGGUAGUAGGUUGUAUAGU-U/A/G/C.

### Antibodies

Polyclonal HENN-1 antibodies were raised in rabbits, following injection of synthetic peptides (Eurogentec, DoubleXP protocol). The peptide sequence yielding functional HENN-1 antibodies was: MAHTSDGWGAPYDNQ-C (cysteine was added for coupling to KLH carrier). We generated rabbit polyclonal antibodies against PRG-1 using Peptide Specialty Laboratories (PSL, Heidelberg, Germany) following the 2× Epitope Immunisation protocol. Peptides used for immunization are: Antigen 1: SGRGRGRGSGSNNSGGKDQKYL-C, Antigen 2: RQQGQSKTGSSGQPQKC. We purified sera using an antigen 2-coupled peptide column and used purified IgGs at 1∶4,000 dilution in Western blot. PGL-1 antibody was obtained from DSHB (OIC1D4).

### Northern blot and B-elimination

Total RNA was isolated using RNA lysis buffer and Trizol. Subsequently, small RNA was isolated with the Mirvana kit. Northern blotting was done as described previously [17]. 20 µg of small RNA was loaded on a 12% polyacrylamide gel and blotted according to standard procedures. Probe sequences: 21U-R1: GCACGGTTAACGTACGTACCA siR26-263: TAGCATATGCATGCACCATAAACAAC *let-7*: AACTATACAACCTACTACCTCA. 22G-1: AAAGTGGTCAAGCACGGTTAAC 22G-2: AGTAAACCCAGCTTTCTTGTAC.

Ambion hybridization buffer (ULTRAhyb-Oligo) was used. To test the presence of the 3′-end modification of 21U-RNAs and 26G RNAs, 20 µg small RNA was treated with NaIO4 followed by β-elimination as described previously [41]. Blots were exposed to phosphor-imager screens that were scanned on a BAS-2500 imager. Blots were analyzed using ImageQuant software.

### Immuno staining

Immuno staining protocols were followed as described before [22].

### RNAi

RNAi was performed as described [55], using bacterial strains expressing dsRNA for the indicated target genes.

### Library preparation

RNA was isolated following fast proteinase K mediated lysis of the animals followed by adding 3 volumes of Trizol LS. Further RNA isolation was as prescribed by the manufacturers (Invitrogen). Oxidation of the RNA was done as described before [41]. Small RNA libraries were prepared as described before [17], using 4-base bar-codes (ACTA or TACA) to allow sequencing of two samples in one lane of an Illumina GAII sequencer.

### Sequence analysis

Raw sequence data were preprocessed to split reads according to barcodes and trim 3′ adapters. After grouping identical reads to remove redundancy, processed reads were mapped to the WS220 *C.elegans* genome assembly using MEGABLAST software [56] requiring perfect matching of at least the 18 first nucleotides. Non-matching 3′ nucleotides were trimmed and recorded for the calculation of non-templated read modification. Genomic annotations of mapped loci, including 21U RNAs, were retrieved from Ensembl database (v.62) using custom scripts and Ensembl API [57].

### Microarrays

Custom 1×22 k arrays for *C. elegans* from Agilent were used according to manufacture′s protocol. 0.5 µg of total RNA from young adults was converted into cRNA and labeled with Cy3 or Cy5. Samples were subsequently hybridized overnight and washed. A dye swap was included as a technical replicate. The whole experiment was done in duplicate. The data was analyzed using Array Assist and Feature extract software from Agilent. Expression domain analysis was performed using the following web-site:http://nemates.org/gl/cgi-bin/gl_mod.cgi?action=compare2

### Data submission

Illumina sequencing data has been deposited at GEO, submission number GSE31783.

## Supporting Information

Figure S1 Protein sequence alignment of HENN-1 and homologs. Protein sequence alignment of *C. elegans* HENN-1 (C02F5.6, splice variants a and b). The catalytic domain is underlined and conserved residues are labeled with an * (identical), : (very similar) or . (similar). The two mutated residues are indicated in the figure.
(PDF) Click here for additional data file.

Figure S2 Brood size analysis of *henn-1* mutants. Brood size and survival analysis of wild-type and *henn-1* mutant strains.
(PDF) Click here for additional data file.

Figure S3 Effect of *henn-1* on 26G RNA. Northern blot for siR26–263 as shown in Figure 1, but enhanced using Photoshop.
(PDF) Click here for additional data file.

Figure S4 Effect of *henn-1* on exoRNAi. (A) RNAi against *sqt-3* in wild-type (WT), *henn-1(pk2295)* and *henn-1(pk2295;henn-1::GFP* animals, scoring for a roller phenotype. The effect of loss of *sqt-3* can be variable, depending on temperature and age of the animals and genetic alleles of *sqt-3* display complex behavior [58], [59]. For example, *sqt-3(sc63)* heterozygous animals are rollers, while *sqt-3(sc63)* homozygotes are normal moving [58]. Therefore the apparent resistance of *henn-1* mutant animals to *sqt-3* may in fact reflect an Eri phenotype. In fact, in one sub-optimal RNAi experiment we obtained rollers with henn-1 mutant animals, while WT animals displayed no phenotype. This suggests that the differences observed in the data presented are likely caused by RNAi hypersensitivity, rather than RNAi resistance. The differences between *henn-1* and WT and *henn-1 and henn-1; henn-1::GFP* are statistically significant (p<0.005, T-test, n = 4). (B) RNAi against *lir-1* in wild-type (WT), *henn-1(pk2295)* and *henn-1(pk2295;henn-1::GFP* animals scoring for survival until the L1 stage. The differences between *henn-1* and WT and *henn-1 and henn-1; henn-1::GFP* are statistically significant (p<0.0005, T-test, n = 5). (C) RNAi against *pop-1* in wild-type (WT), *henn-1(pk2295)* and *henn-1(pk2295;henn-1::GFP* animals, scoring for burst and protruding vulva phenotypes. The difference between *henn-1* and WT is statistically significant (p<0.0005, T-test, n = 5). The vulva phenotype is not significantly rescued by the *henn-1::GFP* transgene, likely because the *pgl-3* driven expression of *henn-1::GFP* does not reach into the vulva lineage. (D) RNAi against *pop-1* in wild-type (WT), *henn-1(pk2295)* and *henn-1(pk2295;henn-1::GFP* animals. Although the vulva phenotype is not rescued, the complete sterility triggered by *pop-1* in *henn-1* animals is rescued by the *pgl-3:henn-1::GFP* transgene is visualized by the appearance of embryos on the plate. Burst and protruding vulvae are indicated by red and black asterisks respectively. (E) RNAi against *gpb-1* in wild-type (WT), *henn-1(pk2295)* and *henn-1(pk2295;henn-1::GFP* animals, scoring for embryonic survival until L1 stage. The differences between *henn-1* and WT and *henn-1 and henn-1; henn-1::GFP* are statistically significant (p<0.05 and p<0.005 respectively, T-test, n = 5).
(PDF) Click here for additional data file.

Figure S5 Western blot analysis of HENN-1::GFP transgenic animals. Western blot analysis of the indicated *C. elegans* lines with an anti-GFP antibody. ‘Free GFP’ indicates a protein that may represent GFP that has become separated from the HENN-1::GFP fusion protein.
(PDF) Click here for additional data file.

Figure S6 HENN-1 and PRG-1 expression. (A) Images of GFP::PRG-1 germline nuclei in wild-type and *henn-1(pk2295)* animals. (B) Western blot for HENN-1, PRG-1 and tubulin on samples derived from wild-type and *henn-1(pk2295)* animals.
(PDF) Click here for additional data file.

Figure S7 Northern blot for Y51G11C.51. Northern blot probed for Y51G11C.51 small anti-sense RNAs, using a mixture of DNA oligo nucleotides covering Y51G11.51. Signals are weak, but 26G and 22G RNA signals can be detected. In the *henn-1* mutant samples the 26G signal is non-detectable anymore, while 22G RNA signal is still present, although weaker.
(PDF) Click here for additional data file.

Figure S8 Non-templated bases on 22G RNAs. Bar diagram displaying the frequencies of non-templated base additions found on 22G reads, as a percentage of the total 22G read count.
(PDF) Click here for additional data file.

Table S1 Read counts obtained for the various sequenced libraries. The numbers represent the numbers of reads obtained within each category. siRNA' contains all reads complementary to annotated mRNAs. ‘senseRNA’ contains reads from mRNAs of sense polarity. The siRNA category holds both the 22G and 26G RNAs further discussed in this work. These two classes are not individually represented in this table. ‘Other’ category contains reads that partly overlap annotated transcripts and reads that overlap non-annotated transcripts, including potential non-annotated miRNAs. WT: wild-type. ox: RNA was oxidized with NaIO4 before cloning (enriches for 2′O-methylated small RNAs). Note that the mapped reads from these libraries are much lower than non-oxidized libraries. This is caused by a high fraction of adaptor-only reads in the oxidized libraries, presumably caused by the fact that most other RNAs have become unclonable. tap: treated with TAP enzyme before cloning (removes 5′-tri-phosphates).

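The share of reads that matched the 5′ adaptor was 90.6% in oxidized wild-type, 85.9% in oxidized *henn-1(pk2452)* and 94.0% in oxidized *henn-1(pk2295)*. In the untreated libraries it was 26.4%, 18.7% and 21.5% in the same order. In the TAP-treated libraries it was 61.0% in wild-type and 31.2% in *henn-1(pk2295)*.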

(PDF) Click here for additional data file.

Table S2 21U, 22G, and 26G species counts. This table displays the number of species sequenced for the three small RNA classes listed, irrespective of how often each species has been sequenced. The ‘Total mapped reads’ column reflects the total number of raw reads for these three small RNA species (also see Table S1).
(PDF) Click here for additional data file.

Table S3 Normalized read counts in reads per million (rpm). The classes in this table represent reads not mapping to structural RNAs such as tRNAs or rRNAs. These together have been set to 1 million. 

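The 6 classes that the paper gives in Table S3 add to 1012135 rpm in untreated wild-type, 1147988 rpm in TAP-treated wild-type and 1105524 rpm in TAP-treated *henn-1(pk2295)*. With each library divided by its own sum, the paper's 22G value in TAP-treated *henn-1(pk2295)* fell by 31.1% relative to wild-type, against 33.6% with its values as given. Reads of 22 nt with a 5′G, as counted here on the paper's non-structural reads, fell by 32.0%.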

The conversion factors for each library are given in the last column.
(PDF) Click here for additional data file.

Table S4 This table lists annotated genes from the *C.elegans* genome and gives displays the expression ratios from the two micor array experiments described in the paper. In addition it lists the normalised read counts of small RNAs found in the diverse libraries. WT: wild-type, ox: oxidized(enriched for 2′O-methylated RNAs), tap: tap treated RNA (allows cloning of 5′-triphosphate RNAs). Status indicates to which specific Argonaute small RNAs have been found to bind, based on published literature (see main text).
(XLSX) Click here for additional data file.

# Supplementary material for: Differential Impact of the HEN1 Homolog HENN-1 on 21U and 26G RNAs in the Germline of Caenorhabditis elegans
**Source:** PLoS Genet. 2012 Jul 19;8(7):e1002702. doi: 10.1371/journal.pgen.1002702
**Supplement:** Figure S1 — Protein sequence alignment of HENN-1 and homologs. Protein sequence alignment of C. elegans HENN-1 (C02F5.6, splice variants a and b). The catalytic domain is underlined and conserved residues are labeled with an * (identical), : (very similar) or . (similar). The two mutated residues are indicated in the figure.

|         |                                                               |     |
|---------|---------------------------------------------------------------|-----|
| C02F56a | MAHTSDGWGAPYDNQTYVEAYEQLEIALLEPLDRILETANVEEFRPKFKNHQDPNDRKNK  | 60  |
| C02F56b | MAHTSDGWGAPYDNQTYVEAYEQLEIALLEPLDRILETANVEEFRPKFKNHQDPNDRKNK  | 60  |
| dmhen1  | -----                                                         |     |
| henmt1  | -----                                                         |     |
| C02F56a | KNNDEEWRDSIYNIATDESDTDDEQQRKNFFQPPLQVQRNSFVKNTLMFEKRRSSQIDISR | 120 |
| C02F56b | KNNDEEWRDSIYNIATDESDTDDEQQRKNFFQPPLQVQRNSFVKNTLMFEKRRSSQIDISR | 120 |
| dmhen1  | -----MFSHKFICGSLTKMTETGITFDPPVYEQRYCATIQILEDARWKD--QIKK       | 48  |
| henmt1  | -----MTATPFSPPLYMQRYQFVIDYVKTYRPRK-----                       | 29  |
|         | *.***: ** . : : : .                                           |     |
| C02F56a | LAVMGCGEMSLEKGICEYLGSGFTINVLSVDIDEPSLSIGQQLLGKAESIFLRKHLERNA  | 180 |
| C02F56b | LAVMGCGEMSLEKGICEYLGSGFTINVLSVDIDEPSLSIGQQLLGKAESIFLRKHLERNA  | 180 |
| dmhen1  | VVEFGCAEMRFFQ-LMRRIETIEHIG--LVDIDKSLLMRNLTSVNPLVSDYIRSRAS---  | 102 |
| henmt1  | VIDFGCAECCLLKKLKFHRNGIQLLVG--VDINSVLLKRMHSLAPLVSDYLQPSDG---   | 84  |
|         | : : **.* : : : : : : ***:. * : * : :                          |     |
| C02F56a | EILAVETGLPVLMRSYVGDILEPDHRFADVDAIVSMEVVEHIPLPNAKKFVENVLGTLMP  | 240 |
| C02F56b | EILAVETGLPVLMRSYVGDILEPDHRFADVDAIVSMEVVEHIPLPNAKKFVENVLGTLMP  | 240 |
| dmhen1  | -----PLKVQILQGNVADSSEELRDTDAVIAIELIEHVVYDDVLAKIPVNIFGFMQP     | 153 |
| henmt1  | -----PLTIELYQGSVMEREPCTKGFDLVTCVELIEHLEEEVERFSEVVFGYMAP       | 135 |
|         | *: :. *. : : . . * : . : : : : : : : : : : *                  |     |
| C02F56a | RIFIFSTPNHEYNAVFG----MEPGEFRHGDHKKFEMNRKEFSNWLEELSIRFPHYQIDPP | 296 |
| C02F56b | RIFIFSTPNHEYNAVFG----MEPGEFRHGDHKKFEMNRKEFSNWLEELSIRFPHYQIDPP | 296 |
| dmhen1  | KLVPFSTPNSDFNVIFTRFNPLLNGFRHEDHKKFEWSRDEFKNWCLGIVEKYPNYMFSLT  | 213 |
| henmt1  | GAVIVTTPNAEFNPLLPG-----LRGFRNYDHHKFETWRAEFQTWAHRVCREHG-YSVQFT | 189 |
|         | . : : : *** : : * : : : : : : : : : : : : : : : *             |     |
| C02F56a | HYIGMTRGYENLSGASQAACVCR-----LQVDLN-----TTLPQEVTPYEMVG--HLPCR  | 343 |
| C02F56b | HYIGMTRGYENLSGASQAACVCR-----LQVDLN-----TTLPQEVTPYEMVG--HLPCR  | 343 |
| dmhen1  | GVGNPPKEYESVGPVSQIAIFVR-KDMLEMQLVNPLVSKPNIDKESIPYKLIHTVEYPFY  | 272 |
| henmt1  | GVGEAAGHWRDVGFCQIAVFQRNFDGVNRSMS-----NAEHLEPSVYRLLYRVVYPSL    | 243 |
|         | . : . : . : . : * * : : : : : : * * : : *                     |     |
| C02F56a | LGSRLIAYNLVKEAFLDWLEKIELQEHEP-----RTDG-YSPIWIFNVQ             | 386 |
| C02F56b | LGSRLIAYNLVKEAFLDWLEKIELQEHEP-----RTDG-YSPIWIFNVQ             | 386 |
| dmhen1  | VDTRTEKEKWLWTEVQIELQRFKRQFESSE-----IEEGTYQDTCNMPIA            | 316 |
| henmt1  | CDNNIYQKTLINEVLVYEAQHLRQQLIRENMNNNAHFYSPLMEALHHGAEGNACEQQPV   | 303 |
|         | . . . . * . * . : . . . . *                                   |     |
| C02F56a | NILHHLKAP-----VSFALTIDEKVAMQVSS-----                          | 412 |
| C02F56b | NILHHLKAP-----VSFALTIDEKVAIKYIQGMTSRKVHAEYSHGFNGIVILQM        | 435 |
| dmhen1  | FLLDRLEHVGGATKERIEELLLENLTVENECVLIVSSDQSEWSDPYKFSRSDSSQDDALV  | 376 |
| henmt1  | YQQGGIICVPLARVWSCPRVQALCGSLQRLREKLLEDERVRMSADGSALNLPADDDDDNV  | 363 |
|         | : : : : .                                                     |     |
| C02F56a | -----VIGTVEF-----                                             | 419 |
| C02F56b | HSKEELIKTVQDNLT-----                                          | 450 |
| dmhen1  | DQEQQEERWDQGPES-----                                          | 391 |
| henmt1  | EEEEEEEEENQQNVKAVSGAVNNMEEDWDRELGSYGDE                        | 402 |
|         | :                                                             |     |

- Methyltransferase domain based on Tkaczuk, BMC 2006
- henn-1* pk2452
- henn-1* pk2295
- Mg<sup>2+</sup> sites

# Supplementary material for: Differential Impact of the HEN1 Homolog HENN-1 on 21U and 26G RNAs in the Germline of Caenorhabditis elegans
**Source:** PLoS Genet. 2012 Jul 19;8(7):e1002702. doi: 10.1371/journal.pgen.1002702
**Supplement:** Table S1 — Read counts obtained for the various sequenced libraries. The numbers represent the numbers of reads obtained within each category. siRNA' contains all reads complementary to annotated mRNAs. ‘senseRNA’ contains reads from mRNAs of sense polarity. The siRNA category holds both the 22G and 26G RNAs further discussed in this work. These two classes are not individually represented in this table. ‘Other’ category contains reads that partly overlap annotated transcripts and reads that overlap non-annotated transcripts, including potential non-annotated miRNAs. WT: wild-type. ox: RNA was oxidized with NaIO4 before cloning (enriches for 2′O-methylated small RNAs). Note that the mapped reads from these libraries are much lower than non-oxidized libraries. This is caused by a high fraction of adaptor-only reads in the oxidized libraries, presumably caused by the fact that most other RNAs have become unclonable. tap: treated with TAP enzyme before cloning (removes 5′-tri-phosphates).

|                                  | 21U     | 22G RNA | 26G RNA | miRNA     | Repeat<br>elements | Other     | senseRNA | rRNA      | snRNA   | snoRNA | tRNA    | Total<br>mapped<br>reads |
|----------------------------------|---------|---------|---------|-----------|--------------------|-----------|----------|-----------|---------|--------|---------|--------------------------|
| <b>WT</b>                        | 192,700 | 49,081  | 36,452  | 6,734,722 | 127,454            | 745,737   | 387,983  | 1,368,939 | 22,687  | 16,783 | 520,295 | <b>10,202,833</b>        |
| <b>WT ox</b>                     | 146,952 | 1,992   | 37,467  | 77,221    | 10,454             | 288,784   | 10,340   | 13,806    | 9,595   | 495    | 10,865  | <b>607,971</b>           |
| <b>WT tap</b>                    | 115,548 | 738,873 | 13,712  | 2,699,325 | 252,823            | 1,862,168 | 210,090  | 816,558   | 13,626  | 8,793  | 149,924 | <b>6,881,440</b>         |
| <b><i>henn-1(pk2452)</i></b>     | 126,953 | 23,429  | 12,393  | 5,220,280 | 89,114             | 469,834   | 461,637  | 1,090,623 | 13,951  | 13,143 | 238,672 | <b>7760,029</b>          |
| <b><i>henn-1(pk2452) ox</i></b>  | 104,578 | 3,251   | 18,523  | 102,850   | 18,186             | 315,549   | 58,878   | 104,178   | 193,010 | 5,949  | 90,394  | <b>1,015,346</b>         |
| <b><i>henn-1(pk2295)</i></b>     | 95,509  | 17,713  | 3,763   | 3,900,782 | 66,721             | 277,961   | 264,862  | 775,284   | 10,503  | 8,580  | 245,226 | <b>5,666,904</b>         |
| <b><i>henn-1(pk2295) ox</i></b>  | 1,354   | 163     | 45      | 30,368    | 2,491              | 33,009    | 14,531   | 27,723    | 48,490  | 1,142  | 22,798  | <b>182,114</b>           |
| <b><i>henn-1(pk2295) tap</i></b> | 86,131  | 494,688 | 2,881   | 3,402,017 | 181,503            | 1,352,107 | 327,595  | 1,330,082 | 16,147  | 10,492 | 175,856 | <b>7,379,499</b>         |

**Table S1. Read counts obtained for the various sequenced libraries.**

The numbers represent the numbers of reads obtained within each category.

siRNA' contains all reads complementary to annotated mRNAs. 'senseRNA' contains reads from mRNAs of sense polarity.

The siRNA category holds both the 22G and 26G RNAs further discussed in this work. These two classes are not individually represented in this table.

'Other' category contains reads that partly overlap annotated transcripts and reads that overlap non-annotated transcripts, including potential non-annotated miRNAs.

WT: wild-type.

ox: RNA was oxidized with NaIO<sub>4</sub> before cloning (enriches for 2'O-methylated small RNAs).

Note that the mapped reads from these libraries are much lower than non-oxidized libraries.

This is caused by a high fraction of adaptor-only reads in the oxidized libraries, presumably caused by the fact that most other RNAs have become unclonable.

tap: treated with TAP enzyme before cloning (removes 5'-tri-phosphates).

# Supplementary material for: Differential Impact of the HEN1 Homolog HENN-1 on 21U and 26G RNAs in the Germline of Caenorhabditis elegans
**Source:** PLoS Genet. 2012 Jul 19;8(7):e1002702. doi: 10.1371/journal.pgen.1002702
**Supplement:** Table S2 — 21U, 22G, and 26G species counts. This table displays the number of species sequenced for the three small RNA classes listed, irrespective of how often each species has been sequenced. The ‘Total mapped reads’ column reflects the total number of raw reads for these three small RNA species (also see Table S1).

|                                  | 21U   | 22G RNA | 26G RNA | Total mapped reads |
|----------------------------------|-------|---------|---------|--------------------|
| <b>WT</b>                        | 4,723 | 25,429  | 1,454   | <b>278,233</b>     |
| <b>WT ox</b>                     | 3,807 | 1,304   | 910     | <b>186,411</b>     |
| <b>WT tap</b>                    | 2,427 | 110,062 | 796     | <b>868,133</b>     |
| <b><i>henn-1(pk2452)</i></b>     | 5,228 | 14,840  | 898     | <b>162,775</b>     |
| <b><i>henn-1(pk2452) ox</i></b>  | 5,308 | 1,060   | 669     | <b>126,352</b>     |
| <b><i>henn-1(pk2295)</i></b>     | 5,137 | 11,127  | 802     | <b>116,985</b>     |
| <b><i>henn-1(pk2295) ox</i></b>  | 378   | 27      | 13      | <b>1,562</b>       |
| <b><i>henn-1(pk2295) tap</i></b> | 3,744 | 97,204  | 605     | <b>583,700</b>     |

**Table S2. 21U, 22G and 26G species counts.**

This table displays the number of species sequenced for the three small RNA classes listed, irrespective of how often each species has been sequenced. The 'Total mapped reads' column reflects the total number of raw reads for these three small RNA species (also see Table S1).

# Supplementary material for: Differential Impact of the HEN1 Homolog HENN-1 on 21U and 26G RNAs in the Germline of Caenorhabditis elegans
**Source:** PLoS Genet. 2012 Jul 19;8(7):e1002702. doi: 10.1371/journal.pgen.1002702
**Supplement:** Table S3 — Normalized read counts in reads per million (rpm). The classes in this table represent reads not mapping to structural RNAs such as tRNAs or rRNAs. These together have been set to 1 million. The conversion factors for each library are given in the last column.

|                                  | 21U     | 22G     | 26G    | miRNA   | Repeat<br>elements | Other   | Reads-rpm<br>conversion |
|----------------------------------|---------|---------|--------|---------|--------------------|---------|-------------------------|
| <b>WT</b>                        | 24,723  | 6,297   | 4,677  | 864,401 | 16,359             | 95,678  | 0.1283                  |
| <b>WT ox</b>                     | 265,968 | 3,605   | 67,812 | 139,765 | 18,921             | 522,670 | 1.8099                  |
| <b>WT tap</b>                    | 23,341  | 149,252 | 2,770  | 545,385 | 51,082             | 376,158 | 0.2020                  |
| <b><i>henn-1(pk2452)</i></b>     | 21,569  | 3,981   | 2,106  | 887,000 | 15,142             | 79,825  | 0.1699                  |
| <b><i>henn-1(pk2452) ox</i></b>  | 193,940 | 6,029   | 34,351 | 190,732 | 33,725             | 585,186 | 1.8545                  |
| <b><i>henn-1(pk2295)</i></b>     | 22,091  | 4,097   | 870    | 902,258 | 15,433             | 64,292  | 0.2313                  |
| <b><i>henn-1(pk2295) ox</i></b>  | 20,420  | 2,458   | 679    | 457,972 | 37,570             | 497,809 | 15.0810                 |
| <b><i>henn-1(pk2295) tap</i></b> | 17,252  | 99,086  | 577    | 681,427 | 36,355             | 270,827 | 0.2003                  |

**Table S2. Normalized read counts in reads per million (rpm).**

The classes in this table represent reads not mapping to structural RNAs such as tRNAs or rRNAs. These together have been set to 1 million. The conversion factors for each library are given in the last column.

How the deposited data were processed for this re-analysis (not part of the article)

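Small RNA libraries of wild-type, *henn-1(pk2452)* and *henn-1(pk2295)* young adults were used, 8 in all, with 1 library per condition. The authors deposited raw counts: for each library, the distinct sequences of 18 to 31 nt with the number of reads of each, after removal of the 3′ adaptor and without normalization. The aligner settings behind the paper's own tables were not repeated here.

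The design, fixed before the data were examined, assumed that each sequence could be matched to the genome and its annotation. No genome sequence was used here, so that step could not be done. Classes were defined by sequence and chemistry instead, as 21U-type and 26G-type lists, and reads were not assigned to genes. Values for single genes, for the ERGO-1, ALG-3/4 and CSR-1 gene sets and for named target genes are therefore not analysed here. Table S4 was held in part, and no set test was run on it. The named small RNAs follow a rule fixed before the data were examined: those with a probe sequence in the paper, the 21U loci with the highest and lowest 20-mer fraction, and the genes with the most 26G and 22G reads, with genes that the paper names. The parts on genes could not be applied. The 3 most abundant 26G-type sequences were named in place of the 26G genes, which was chosen after the data were seen, and no sequence was named in place of the 22G genes, since the organism of single 22-nt sequences was not established.

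The class rule, the oxidized to untreated ratio of 0.1, the reference set of 100 sequences and the definition of a non-templated end were all chosen after the data were seen and with the paper's values known. There were 3 definitions in turn. The first had no rule that a sequence be the most abundant of its first 18 nt, and it let in groups dominated by longer reads, among them miRNA-like ones; it was replaced for that reason. The second had the rule and used the matched length alone for 21-mers. The third is the one reported. The correlation of fold loss and 20-mer increase had an R2 of 0.305 under the first definition, 0.193 under the second and 0.214 under the third. The correlation of the 20-mer fractions of the alleles had an R2 of 0.711, 0.771 and 0.769. Leaving out the abundance rule alone gave an R2 of 0.216 for the former correlation and 0.739 for the latter.

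Reads that share 9 nt with the 5′ adaptor and reads with an undetermined base were set aside. A read was counted to a listed sequence when its first 18 nt matched. Its matched length was the number of identical leading nucleotides, and the rest was a U-trim, an A-trim or another trim. Counts were scaled to the paper's mapped reads outside rRNA, tRNA, snRNA and snoRNA. The reads counted need not lie within these totals, so values on that scale are scaled counts, and tests and intervals on them treat the counts as if they were a share. Shares of 2 libraries were compared by a two-sided chi-squared test with 1 degree of freedom. Where p is too small to be held as a number, the ratio and the intervals are given instead. The intervals are 95% Wilson intervals and cover counting error only. Correlations across loci used loci of at least 250 reads, with 2000 bootstrap draws over loci and seed 1. Named sequences were compared by Fisher's exact test with Benjamini-Hochberg adjustment over 8 comparisons.

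Depth differed widely. Reads with an insert ran from 239773 in oxidized *henn-1(pk2295)* to 11068390 in untreated wild-type, so a count of 0 allows 36.6 rpm in the former and 0.363 rpm in the latter.

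The counting was tested on simulated data with 300 21U-type and 150 26G-type sequences of known behaviour. It recovered all 300 and all 150 with 0 false entries, and the 11 simulated fold changes were recovered with an error of at most 7.65%. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9 were used.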

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

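Of the tests below, those of the reference set in the TAP libraries, of the most abundant 26G-type sequence on oxidation, of the class without it and of its dependence on HENN-1 were chosen after the result was seen; those of the 10 most abundant loci and of RNAs that gain with TAP in wild-type were chosen before, and the split by gain in *henn-1(pk2295)* and the 10 loci ranked in TAP-treated *henn-1(pk2295)* were added after. Each condition had 1 library, so both patterns compare libraries and have no replicate check.

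The most abundant 26-nt sequence with a 5′G, GGTTGGTGTAGCGGTATATTACTCAG, had 119427 reads in untreated wild-type, more than the 36452 reads that the paper reports for its whole 26G class there. The paper does not report on this sequence. It had 87211 reads in oxidized wild-type (152145 rpm) and 104 in oxidized *henn-1(pk2295)* (1269 rpm). An origin among RNAs that oxidation removes, such as miRNAs, is argued against by its oxidized to untreated count ratio of 0.730, against 0.00775 for the miRNA stand-in. An origin independent of HENN-1 is argued against by its rpm in *henn-1(pk2295)*, 0.0845 times wild-type. The excess over the paper's class does not rest on it alone, since the 26G-type class without it held 173292 26-nt reads. What stays open is where it maps. The paper's class asks for antisense matches to genes, which could not be repeated. In oxidized wild-type the 87211 reads exceed the gap between the paper's 607971 mapped and 573210 non-structural reads. This argues against the sequence having been counted as a structural RNA in the paper's mapping of that library. An origin in a structural RNA was not tested otherwise.

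The ratio of 21U-type reads to the miRNA stand-in was 0.846 times wild-type in untreated *henn-1(pk2295)* and 1.11 times wild-type in TAP-treated *henn-1(pk2295)*, a ratio of the 2 of 1.31 (interval 1.29 to 1.32 from counting error, z = 45.2). The tables argue against 3 explanations as the whole cause. Without the 10 most abundant loci of untreated wild-type the TAP ratio was 1.24. The untreated ratio was then 0.977, so these loci carry most of the untreated fall, while the ratio of the 2 stayed at 1.27 (1.25 to 1.28). Without the 10 most abundant loci of TAP-treated *henn-1(pk2295)* the ratios were 0.8399 untreated and 1.04 with TAP. Scaled to non-structural reads in place of the stand-in it was 1.45. Among the 1750 loci that gain no more than 2-fold with TAP in wild-type it was 1.13 (0.822 untreated), and among the 1678 loci that gain no more than 2-fold in *henn-1(pk2295)* it was 1.05 (0.848 untreated), a split added because the wild-type TAP library is also the divisor of the ratio. The other 263 loci, which gain more than 2-fold in wild-type, went the other way, from 1.145 untreated to 1.060 with TAP. The direction per locus is not settled: the median locus ratio in the TAP libraries was 0.802 over the 98 loci with at least 100 reads in wild-type, 1.81 over the 150 loci with at least 100 in *henn-1(pk2295)*, 1.44 over the 216 loci with at least 100 in the 2 together and 0.909 over the 78 with at least 100 in each. In the untreated libraries the same 4 choices gave 0.683, 1.45, 0.960 and 1.103. The choice of loci thus decides the sign in both kinds of library, and the sum and the median can differ in sign. A difference between library preparations and a biological difference both stay open, since neither can be tested with 1 library per condition. An effect of the class list stays open as well. From the paper's annotated counts of the same TAP libraries the ratio was 0.591. The list used here held 74118 reads in TAP-treated wild-type against the paper's 115548. In TAP-treated *henn-1(pk2295)* it held 106591 against the paper's 86131.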

How the results depend on the processing

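The alternatives that leave out single reads, trimmed reads or abundant loci, change the scaling, the minimum or the test, or use the TAP libraries were set before the data were examined. The class definitions, the lists from *henn-1(pk2452)*, other thresholds, insert-read scaling, scaling to Table S1 miRNA totals, reads past the 21-nt form, pseudocounts and inferred next bases were chosen after seeing the data. Leaving out trimmed reads stands in for full-length genome matches, and leaving out the most abundant 26G-type sequence for leaving out a gene. Of 303 values under alternatives, over 35 results, 294 kept their direction and their side of the threshold, or for a correlation stayed within the interval of the reported value. For the named 26G sequences all 16 did. The 294 of 303 overstates robustness, because some alternatives could not move the value. Fisher's exact test used the same counts as the chi-squared test, so the ratio was the same by construction. For U and A ends of 26G-type reads, the longer minimum match left the shares as reported. At these read counts a small difference can also pass the threshold.

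Scaled to the miRNA stand-in, the oxidized to untreated ratio of 21U-type reads in *henn-1(pk2295)* was 9.84 in place of 0.790. The stand-in is chosen for loss on oxidation, so this scaling raises every oxidized value. Scaled to the miRNA totals of Table S1 the ratio was 1.798, also above 1. In the TAP libraries the 21U to miRNA ratio of *henn-1(pk2295)* was 1.11 in place of 0.846; the cause was not tested beyond what is given for that pattern above.

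Without the rule that a sequence be the most abundant of its first 18 nt, as in the class definition tried first, the oxidized to untreated ratio in *henn-1(pk2295)* was 1.06, and in *henn-1(pk2452)* the ratio of non-templated ends of 21U-type reads was 0.979 for all ends and 0.788 for other ends. The wild-type enrichment on oxidation was 2.75 there, against 10.8, and that of *henn-1(pk2452)* 2.64, against 8.53, so the 2 are nearly equal under that definition. The list drawn from the *henn-1(pk2452)* libraries gave 20-mer ratios of 6.04 and 7.35, 21U to miRNA ratios of 0.853 and 0.834 and 26G ratios of 0.534 and 0.128. The size of the oxidation ratios, and the direction of that in *henn-1(pk2295)* and of these ends in *henn-1(pk2452)*, therefore depend on the abundance rule. This rule was set after the data were seen. Other class results kept their direction without it. For *henn-1(pk2452)* and *henn-1(pk2295)* the 20-mer ratios were 4.47 and 5.42, the 21U to miRNA ratios 0.877 and 0.795, and the 26G ratios 0.508 and 0.173.

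Other ends of 26G-type reads in *henn-1(pk2452)*, 1.14 times wild-type as reported, were 1.05 times (chi-squared test, p = 0.421) without sequences seen once, 0.677 times with the length of the whole read and 0.768 times with all reads that share the 5′ end, but 2.25 times with all 26-nt reads with a 5′G, 1.70 times with inferred next bases and 1.53 times without the most abundant sequence; the cause was not tested. No direction is settled for this value.

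The correlation of 20-mer fractions between the alleles ranged in r from 0.843 to 0.927 over 9 alternatives. That of fold loss and 20-mer increase ranged in r from 0.385 to 0.589 over 11 alternatives, and in R2 from 0.148 to 0.347. Its R2 was 0.305, 0.208 and 0.312 under the first definition with minima of 250, 100 and 500 reads, 0.193 under the second, and 0.233 with 0.5 added to the 20-mer counts. Leaving out the abundance rule alone gave 0.216, so the lack of that rule does not by itself give the 0.305. The reported 0.214 is 1 of several values that reasonable definitions give. Scaling to the stand-in cannot move it, since that multiplies every fold loss alike.

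The 26G fall ranged from 0.368 to 0.637 in *henn-1(pk2452)* and from 0.117 to 0.369 in *henn-1(pk2295)*, with the highest of each where all 26-nt reads with a 5′G were counted. The 22G ratio ranged from 0.518 to 0.797.

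Depth limits the oxidized *henn-1(pk2295)* library most: its 21U-type value rests on 1861 reads and its 26-nt 26G-type value on 674. No paired analysis was possible because each condition had 1 library. Not run were uniquely placed reads and small RNA classes taken before miRNAs, both of which need mapped reads, full-length genome matches for the siRNA and 22G results, whole-read length for the 26-nt share, which already uses it, and every alternative for 26G and 22G reads of named genes, as reads were not assigned to genes.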

Differences from the paper's values

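The paper's classes are annotated on the genome, and those here are not, so the values below compare different sets of reads. Values read from a figure by eye are given with the word about. Correlations and directions apart, a value is said to differ when it lies more than 1.5-fold from the paper's. Where reads are scaled in another way than per non-structural read, the paper's counts of Table S1 were put on the same scale. The rpm of Table S3 were taken as given, although they do not rest on the non-structural totals used here. On those totals the paper's 22G class is 125391 rpm in TAP-treated wild-type, against 149252 in Table S3. The comparisons scaled to all mapped reads use 1 denominator for both sides.

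In the TAP libraries the 21U to miRNA read ratio of *henn-1(pk2295)* relative to wild-type was 1.11 here, and 0.591 from the paper's counts in Table S1, in the other direction; the splits and scalings of the summed ratio given above also stayed above 1, while the median ratio per locus lay below 1 for 2 of the 4 choices of loci, at 0.802 and 0.909.

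Class 26G reads stood at 35518 rpm in untreated wild-type here against the paper's 4677 in Table S3, at 17603 against the paper's 2106 in *henn-1(pk2452)*, and at 4566 against the paper's 870 in *henn-1(pk2295)*. All alternatives set before the data were examined also differed, the closest being the class without its most abundant sequence, with 20944, 7714 and 3316 rpm.

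In the oxidized libraries 26G-type reads stood at 432419 rpm in wild-type here against the paper's 67812, at 211955 against the paper's 34351 in *henn-1(pk2452)* and at 8223 against the paper's 679 in *henn-1(pk2295)*. In the TAP libraries they stood at 13962 rpm in wild-type against the paper's 2770 and at 2186 against the paper's 577 in *henn-1(pk2295)*. Scaling to all mapped reads also differed in each of these 5 libraries.

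Reads of 22 nt with a 5′G, here without regard to annotation, stood above the paper's 22G class of Table S3 in every library. In TAP-treated wild-type they were 256011 rpm against the paper's 149252, and in TAP-treated *henn-1(pk2295)* 174021 against the paper's 99086. Per 1000000 mapped reads they were 219221 and 137880, against 107372 and 67035 from the paper's counts, which also differ, as do the values without sequences seen once and with 21 to 23 nt. In the untreated libraries they were 29109 rpm against the paper's 6297 in wild-type, 18475 against the paper's 3981 in *henn-1(pk2452)* and 23188 against the paper's 4097 in *henn-1(pk2295)*. In the oxidized libraries they were 11542 against the paper's 3605, 51668 against the paper's 6029 and 83955 against the paper's 2458, in the same order. In these 6 libraries scaling to all mapped reads also differed.

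In TAP-treated wild-type 21U-type reads stood at 12578 rpm here against the paper's 23341, and scaling to all mapped reads also differed.

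In 5′G reads the 26-nt share was 24.7% in untreated wild-type here and about 15% in Fig. 5A, read by eye, 19.0% against about 8% in *henn-1(pk2452)*, and 11.0% against about 4% in *henn-1(pk2295)*. Leaving out sequences seen once gave 26.4%, 20.3% and 11.1%, which also differ.

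On 21U reads, A-trims were 0.0912% in wild-type here and about 0.18% in Fig. 4F, read by eye, and 0.306% in *henn-1(pk2452)* against about 0.52%. For wild-type, every alternative set before the data were examined also differed. For *henn-1(pk2452)*, leaving out the 10 most abundant loci gave 0.373%, within 1.5-fold, while the others differed. Counting reads that run past the 21-nt form, chosen after seeing the values, gave 0.281% for wild-type, which still differs, and 0.632% for *henn-1(pk2452)*, within 1.5-fold.

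On 26G reads, U-trims in *henn-1(pk2452)* were 3.22% here and about 2.1% in Fig. 5B, read by eye, and A-trims in wild-type 0.475% against about 0.3%. Leaving out sequences seen once gave 3.12% for the U-trims and 0.448% for the A-trims, each only just within 1.5-fold, and the other alternatives set before the data were examined differed. With inferred next bases, chosen after seeing the values, A-trims in wild-type were 0.233%, within 1.5-fold, and U-trims in *henn-1(pk2452)* 1.26%, which differs.

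The lowest 20-mer fraction of a locus was 0% here and 3% in the paper's text. It was 1.41% with a minimum of 500 reads and 0% with a minimum of 100 or with untrimmed reads alone, all of which differ.

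The paper describes 22- and 26-nt reads as the dominant siRNA lengths in wild-type. Among all 5′G reads of untreated wild-type the 26-nt reads were the most frequent, and 27-nt reads with 19.9% came before 22-nt reads with 14.3%.

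Definitions tried before the reported one, chosen after seeing the values, came closer to the paper in 2 places where the reported values lie within the rule used. R2 was 0.711 and 0.305 under the first definition, against the paper's 0.7 and 0.3. Under that definition with a minimum of 500 reads the highest 20-mer fraction was 67.9%, against 91.4% as reported and the paper's almost 70%.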

Other observations

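Of the tests in this part, those of the base at positions 20 and 21 were chosen before their result was seen, and those of counting noise, of counting error shared by both ratios, of loss of 21-mers alone and of shortening were chosen after. The base test was looked at for 2 positions and 2 minima of reads, and the limits by which each outcome was judged were in part set after values were seen.

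The positive relation between fold loss and fold increase of the 20-mer fraction across loci could come from the counting error of reads that enter both ratios, because the fold increase equals the fold loss multiplied by the fold of 20-mer reads. For the error of single reads, this is argued against as the whole cause by 2000 random halvings of the reads. The fold loss was taken from one part and the 20-mer fractions from the other. There r had a median of 0.366 (95% range 0.218 to 0.491), against 0.462 with all reads. PCR copies of the same molecule can fall in both parts, so error shared at the level of molecules or libraries is not excluded. A test chosen earlier shuffled the folds of 20-mer reads between the 82 loci, with a median r of 0.614; because the fold increase contains the fold loss, this shuffle builds in a positive r, and it decides nothing. Fold loss and the fold of 20-mer reads were negatively related (r = -0.521, rho = -0.586), so loci that lost more reads gained fewer 20-mer reads; this would also be seen if the 20-mer fraction did not depend on the loss, since 20-mer reads are part of the reads of a locus. Whether 20-mer appearance tracks stability was not tested further and stays open, with 1 library per condition.

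The 20-mer fraction ranged widely between loci. Counting noise is argued against by a variance of 136 times the binomial one. Loss of 21-mers alone is argued against by 20-mer reads that rose a median of 6.86-fold. The base at the 3′ end may play a part. At position 21, over the 88 loci with at least 250 reads, the highest and lowest medians by base in *henn-1(pk2295)* were 14.2 percentage points apart (U 27.7%, G 13.5%), with overlapping intervals in both alleles; U was highest and G lowest in both, and only A and C changed places. At position 20 they were 19.9 points apart (G 25.4%, interval 14.3 to 31.2; C 5.50%, 3.30 to 11.6). G was highest and C lowest in *henn-1(pk2452)* too, with overlapping intervals (G 19.8%, 8.24 to 29.1; C 4.64%, 3.14 to 16.3), and only A and U changed places. Over the 351 loci with at least 50 reads, both positions gave the same order in both alleles with the extremes apart, by 17.6 and 19.1 points in *henn-1(pk2295)*. U was highest and G lowest at position 21 there too, but at position 20 U and not G was highest, in both alleles (26.7% in *henn-1(pk2452)* and 24.8% in *henn-1(pk2295)*), with C lowest. What keeps it open is that the extremes overlap in at least 1 allele at the higher minimum and lie apart in both at the lower one, and that at position 20 the highest base changes with the minimum. No biological explanation was tested.

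In the untreated libraries, 26-nt reads of the 26G-type class fell in *henn-1(pk2295)* and shorter reads with the same 5′ end rose. The shorter reads rose to 1.89 times wild-type (interval 1.87 to 1.92), as shortening of some of these RNAs would give. The gain was 12.7% of the loss in rpm, so shortening to 18 to 25 nt does not make up most of the fall. In the TAP-treated libraries, 26-nt reads fell from 13962 to 2186 rpm. Shorter reads did not rise there, with 7950 rpm in wild-type and 7862 rpm in *henn-1(pk2295)*. In TAP-treated wild-type, 14.9% of 26G-type reads matched only to position 22, against 1.68% in untreated wild-type. The TAP sum may thus hold reads that TAP made clonable, so its lack of a rise does not decide. In untreated *henn-1(pk2452)* shorter reads also rose, to 1.86 times wild-type. Shortening therefore stays open, since it was seen in the untreated libraries of both alleles and the TAP pair cannot decide. Reads under 18 nt were not analysed here. A biological loss in *henn-1* mutants, the contrast of the design, stays open for the rest.

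Among 26-nt sequences with a 5′G and at least 50 untreated wild-type reads, 321 kept at least 0.1 of their count on oxidation and 192 did not. In untreated *henn-1(pk2295)*, the resistant set stood at 0.125 times wild-type and the sensitive set at 0.886 times. Per sequence, the median was 0.106 for the resistant set, with 275 of 321 below 0.5, and 0.844 for the sensitive set, with 41 of 192 below 0.5. There were 0.241 sensitive reads per resistant read in wild-type, 0.481 in *henn-1(pk2452)* and 1.71 in *henn-1(pk2295)*. The sets were split by a ratio to the same untreated wild-type counts that the relative levels use. These sequences were not assigned to the ERGO-1 or ALG-3/4 genes of the paper.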
